# CD73^+^ Mesenchymal Stem Cells Ameliorate Myocardial Infarction by Promoting Angiogenesis

**DOI:** 10.3389/fcell.2021.637239

**Published:** 2021-05-12

**Authors:** Qiong Li, Huifang Hou, Meng Li, Xia Yu, Hongbo Zuo, Jianhui Gao, Min Zhang, Zongjin Li, Zhikun Guo

**Keywords:** CD73, VEGF, adipose derived mesenchymal stem cells, angiogenesis, myocardial infarction

## Abstract

With multipotent differentiation potential and paracrine capacity, mesenchymal stem cells (MSCs) have been widely applied in clinical practice for the treatment of ischemic heart disease. MSCs are a heterogeneous population and the specific population of MSCs may exhibit a selective ability for tissue repair. The aim of our research was to adapt the CD73^+^ subgroup of adipose derived MSCs (AD-MSCs) for the therapy of myocardial infarction (MI). In this research, AD-MSCs were isolated from adipose tissue surrounding the groin of mice and CD73^+^ AD-MSCs were sorted using flow cytometry. To investigate the therapeutic effects of CD73^+^ AD-MSCs, 1.2 × 10^6^ CD73^+^ AD-MSCs were transplanted into rat model of MI, and CD73^–^ AD-MSCs, normal AD-MSCs transplantation served as control. Our results revealed that CD73^+^ AD-MSCs played a more effective role in the acceleration function of cardiac recovery by promoting angiogenesis in a rat model of MI compared with mixed AD-MSCs and CD73^–^ AD-MSCs. Moreover, with the expression of CD73 in AD-MSCs, the secretion of VEGF, SDF-1α, and HGF factors could be promoted. It also shows differences between CD73^+^ and CD73^–^ AD-MSCs when the transcription profiles of these two subgroups were compared, especially in VEGF pathway. These findings raise an attractive outlook on CD73^+^ AD-MSCs as a dominant subgroup for treating MI-induced myocardial injury. CD73, a surface marker, can be used as a MSCs cell quality control for the recovery of MI by accelerating angiogenesis.

## Background

Various clinical trials have been conducted on patients with acute myocardial infarction (MI) using multiple cell lines, including mesenchymal stem cells (MSCs), bone marrow stem cells, and cardiac resident stem cells (Mayfield et al., 2014; Tao et al., 2016; Miao et al., 2017). These therapies utilizing stem cells to regenerate lost cardiac muscle are clinically attractive. The use of MSCs, multipotent differentiation potential stem cells derived from mesoderm, for cell therapy might play a cardioprotective effect. This effect was not through the production of new cardiac tissue, but through the secretion of secondary paracrine factors that enhance the endogenous repair pathways (Bobi et al., 2017; Naji et al., 2019). Clinical and preclinical trials’ results showed that the transplanting effect of MSCs was very limited due to its poor cell persistence and cardiomyocyte differentiation (Chen et al., 2018; Li et al., 2020).

Mesenchymal stem cells are heterogeneous and could be divided into many subgroups with different biological characteristics (Du et al., 2016; Mo et al., 2016; Chin et al., 2018; Liu et al., 2019). Morphologically, MSCs could be divided into three subgroups: a small fast self-renewing cell subgroup, a fibroblast-like subgroup, and a large slow-growing square or flat cell subgroup (Haasters et al., 2009). Functionally, CD56^+^ MSCs were proliferative, more chondrogenic, and less adipogenic than CD56^–^ MSCs (Elahi et al., 2016). Tseng reported that CD105^+^-AD-MSCs were inclined to differentiate into chondrocytes (Tseng et al., 2020). At present, bulk MSCs were used in most *in vivo* and *in vitro* studies, and the heterogeneity of unsorted MSCs compromised to comparability of cell therapy studies (Dromard et al., 2014; Fu et al., 2019).

Mesenchymal stem cells exhibit a variety of immunophenotypes. CD44, CD73, CD29, CD90, and CD105 are the most common markers of MSCs, which also lack the cell surface antigen CD45 (Petrenko et al., 2020). As reported by Florian et al., the expression patterns of CD73, CD105, CD90 varied in different morphological subsets. All three markers were stably expressed in rapid self-renewal cells whereas most flat cells lacked one or more MSC surface markers, predominantly CD73 (Haasters et al., 2009). In addition, there were significant differences in CD73 expression in MSCs from different sources (Darzi et al., 2016). We have found that CD73^+^ MSCs were the dominant subgroup regarding the potential for myocardial differentiation (Li et al., 2013).

CD73, an ecto-5′-nucleotidase, is a glycoprotein anchored to the cell membrane by glycosyl-phosphoryl inositol. It was widely expressed on the cell membrane and implicated in signal transduction (Allard et al., 2017; Kordass et al., 2018). Previous researches have proved that CD73 had the potency to promote cell proliferation and that CD45^–^CD14^–^CD73^+^cell subsets had stronger clone forming ability (Suto et al., 2017, 2020). CD73 could promote tumor angiogenesis, release cytokines under ischemic conditions, and has the ability to make tumor cells escape immune recognition (Beavis et al., 2012; Ghalamfarsa et al., 2019). CD73 played an important role in myocardial protection during myocardial ischemic preconditioning (Wolff et al., 2015), and the expression of CD73 was upregulated in immune cells after MI and was linked to myocardial repair and improvement of cardiac function (Tan et al., 2019). In conclusion, CD73 may be a sensitive marker for screening subsets of MSCs and treating myocardial injury.

Adipose derived mesenchymal stem cells had many similarities with MSCs from alternative sources (Zuk et al., 2001). Among all transplantable seed cells, AD-MSCs had the peculiarities of simple sampling, multi-directional differentiation, few ethical problems, rapid proliferation *in vitro*, and low immunogenicity (Bobi et al., 2017). Therefore, AD-MSCs have become a main choice for stem cell therapy of MI. Most studies have utilized unsorted AD-MSCs for research and injury treatment. Although CD73 has been used as an important criterion for the identification of AD-MSCs for many years, its specific role in the treatment of AD-MSCs transplantation is still unclear (Calloni et al., 2013; Ode et al., 2013). The role of CD73 in AD-MSCs cardiomyocyte differentiation and cytokine secretion also needs to be clarified.

In this study, CD73^+^ and CD73^–^ subsets of AD-MSCs were sorted by flow cytometry and their morphology and genomics were evaluated in detail. Lentivirus and APCP (inhibitor of CD73) were used to alter the expression or activity of CD73 and then the changes in cytokines secretion of these AD-MSCs were observed *in vitro*. We also evaluated the effect of CD73^+^AD-MSCs transplantation on the repair of myocardial infarction in rats. The main objective of this study was to evaluate the utility of the dominant subset of AD-MSCs for improving MI treatment, and to provide theoretical and experimental basis for clinical application of CD73^+^ cells.

## Materials and Methods

### Culture, Sorting, and Detection of AD-MSCs, CD73^+^, and CD73^–^ AD-MSCs

Adipose derived mesenchymal stem cells were isolated and cultured from the groin adipose tissue of adult C57BL/6 mice (body weight: 28.20 ± 0.66 g), which were obtained from the Experimental Animal Center of Xinxiang Medical University. The upon experimental methods and reagents used were referred to the previously published protocol (Zuk et al., 2001; Li et al., 2013). Cells were cultured with low sugar DMEM (Dulbecco’s modified Eagle’s medium) containing 10% FBS (Fetal bovine serum; Hyclone, United States). When cells reached 80% confluence, they were passaged using 1:2 splits. The morphology of the cells was observed by inverted microscope. Immunofluorescence and flow cytometry analysis were conducted on passage 3 AD-MSCs using monoclonal antibodies against CD29, CD44, CD73, and CD45 (BD Bioscience, 1:500).

CD73^+^AD-MSCs and CD73^–^ AD-MSCs were isolated using flow cytometry and then cultured. With CD73 as the standard, flow cytometry (FACS Aria II, BD Bioscience) was used to sort out the two subgroups. The morphology of CD73^+^ AD-MSCs and CD73^–^AD-MSCs in primary culture was determined by using HE staining. Subpopulations were further subcultured and the cells from the fourth to sixth passages were used for the follow-up experiments. Quantitative real-time PCR and Western blotting were used to detect the expression of CD73 in the two subgroups.

### Real-Time PCR

Total RNA from CD73^+^ AD-MSCs and CD73^–^AD-MSCs were extracted with Trizol (Invitrogen Corporation, China) according to the manufacturer’s instructions. First-strand cDNA was synthesized with 50 ng of RNA (Takara Biomedical Technology, China), which was used for each real-time PCR reaction. Relative quantitation of mRNA by real-time PCR was performed using Applied BeyoFast^TM^ SYBR Green qPCR Mix (2X) (Beyotime Biotechnology, China). The primer sequences were as follows. CD73, 269bp, Forward primer: GGTTGTGGGGATTGTTGGATA, Reverse primer: GCACTTCTTTGGAAGGTGGAT.

GAPDH, 231bp, Forward primer: TGGTGAAGGTC GGTGTGAAC, Reverse primer: GCTCCTGGAAGATGGT GATGG.

### Western Blot Analysis

CD73^+^ AD-MSCs and CD73^–^ AD-MSCs were lysed in RIPA lysis buffer. Total protein was extracted and subjected to electrophoresis using 10% SDS-polyacrylamide gels and transferred to an apolyvinylidene difluoride (PVDF) membrane. The membrane was incubated with primary antibodies overnight and then incubated with secondary antibody for 2 h at room temperature. The primary antibodies included CD73 (ab175396, Abcam Biotechnology, United Kingdom, 1:500) and β-actin (AF0003, Beyotime Biotechnology, China, 1:1000). ECL Plus kit (P0018S; Beyotime Biotechnology, China) was used to detect signals according to the manufacturer’s instructions.

### Microarray Analysis of CD73^+^ and CD73^–^ AD-MSCs

The fifth passages of sorted subpopulations were used for microarray analysis. Gene chip was used to detect differentially expressed genes with consequent gene ontology (GO) analysis (Jikai Biotechnology Co., China). Genes in the GO term (including cellular components, biological processes and molecular functions) with *P* < 0.05 were considered significantly enriched. The Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource that clarifies the effects and advanced functions of biological systems. This resource was used to identify significant differences in differentially expressed genes in KEGG pathways. The datasets presented in this study can be found in online repositories: NCBI GEO; GSE167219

### Overexpression and Inhibition the Expression of CD73

CD73 gene overexpression and CD73 gene siRNA lentivirus were constructed by Jikai Biotechnology Co., The cells in logarithmic growth phase (amount 5 × 10^4^) were seeded in a 6-well cell culturing plate in complete culture medium in incubator supplied with 5% CO_2_ at 37°C. Upon achieving 30–40% confluence, appropriate amount of medium virus enhanced infection solution (ENi.S.) and polybrene were added according to the MOI (Multiple of infection) value of cells. After 72–96 h infection time, lentivirus reporter gene GFP expression were detected. The Lentiviral transfected cells were used for subsequent VEGF detection by ELISA.

### Paracrine Effects of CD73^+^ AD-MSCs

All experimental groups (AD-MSCs, CD73^–^AD-MSCs, CD73^+^AD-MSCs and CD73^+^ AD-MSCs + APCP) were cultured in complete medium. Upon reaching 80–90% confluence, cells were cultured in serum-free DMEM. APCP (80 μmol/L; alpha, beta—methyleneadenosine-5′- diphosphate) was used to inhibit the activity of CD73 in CD73^+^AD-MSCs + APCP group. After 24 h, the concentration of cytokines in the conditioned medium was measured by ELISA. The selecting principles for cytokines were as follows: the cytokines which were secreted by MSCs and closely related to myocardial repair including vascular endothelial growth factor (VEGF), stromal cell-derived factor-1α (SDF-1α), basic fibroblast growth factor (bFGF), and hepatocyte growth factor (HGF) (Ho et al., 2016; Naji et al., 2019). Cytokine detection kit was purchased from Wuhan Huamei biotech Co., Ltd.

### Scratch Wound Healing Assay

To test the ability of CD73^+^AD-MSCs to induce endothelial migration, HUVEC cell line was used for scratch wound healing assay. 10^6^ cells HUVECs were seeded on a 6-well plate in Endothelial Cell Medium (ScienCell, United States) supplemented with 5% FBS. The cells were left 24 h to reach 80% confluence. The monolayer was disrupted by using a sterile 100 ul tip and an acellular line was left in the middle of the well. Then HUVECs were treated with the conditioned medium of CD73^+^AD-MSCs and CD73^–^AD-MSCs. Images for five fields of views for each scratch were taken at 0 and 6 h. The percent of wound closure was calculated using Image J.

### Myocardial Infarction Model and Cell Transplantation

Adult mix gender SD rats (body weight: 230 ± 18 g) were obtained from the Experimental Animal Center of Xinxiang Medical University and then used to replicate the MI model. The MI model was replicated as follows. After transnasal anesthesia with aether, the rats were immobilized in the supine position and anesthetized by intraperitoneal injection with 1% pentobarbital sodium (40 mg/kg). After skin preparation and disinfection, a median tracheotomy and intubation were performed. Make an incision between the third or fourth rib on the left to open the chest and expose the heart. At the lower 1–2 mm of the junction between the left atrial ear and the pulmonary artery cone, the left anterior descending coronary artery (LAD) was ligated by a 5/0 silk suture. Then the thorax was closed and the rats were injected 1.6 million units of penicillin into the abdominal cavity. After resumption of spontaneous breathing, the animal was monitored and tracheal intubation was removed. AD-MSCs were trypsinized, centrifuged, and resuspended before transplantation. 1.2 × 10^6^ cells were injected into myocardial tissue of the infarcted areas in each group. The rats were randomly divided into sham operation group (SHAM), MI, mixed AD-MSCs transplantation group (MI + AD-MSCs), CD73^+^ AD-MSCs transplantation group (MI + CD73^+^ AD-MSCs) and CD73^–^AD-MSCs transplantation group (MI + CD73^–^AD-MSCs). Each group had 6 rats. All experiments complied with the Ethics Committee of Xinxiang Medical University (XYLL-2015023).

### Color Doppler Ultrasound Detection of MI Postoperative Cardiac Function in Rats

PHILPS iE33 ultrasound apparatus and S12-4 heart probe were used to evaluate the cardiac function every week from 1st to 4th week after MI. 1% pentobarbital sodium (40 mg/kg) was injected intraperitoneally before the analysis. The evaluated indicators of ultrasonic diagnosis were as follows: left ventricular ejection fraction (LVEF), left ventricular end-systolic volume (LVESV), left ventricular end-diastolic volume (LVEDV).

### The Expression of VEGF and Factor VIII After MI *in vivo*

The myocardial tissue including infarcted area, infarcted marginal and peri-infarcted area were harvested, fixed in 4% buffered formalin, embedded in paraffin and then sliced continuously with the thickness of 8 μm. VEGF and factor VIII were detected by immunohistochemistry staining and Western blotting. The primary antibodies were monoclonal antibody against VEGF (bs-1313R, Beijing BOOSEN Biotechnology Co., Ltd., China, 1:200) and polyclonal antibody against VIII factor (bs-2974R, Beijing BOOSEN Biotechnology Co. Ltd., China, 1:200). In brief, the sections were deparaffined, rehydrated, quenched with 3% H2O2, and blocked with 10% normal serum, then incubated with above primary antibodies overnight at 4°C, followed by incubation with secondary antibody and SABC-HRP Kit (Beyotime Biotechnology, China). The staining was developed by using 3,3N-diaminobenzidine Tertrahydrochloride and finalized with lightly counter staining with hematoxylin. 10 visual fields were randomly selected from each slide and analyzed by motic Images advanced software. Immunocytochemical staining positive products were quantitatively analyzed by HMIAS-2000 high definition medical image and text analysis system. The intensity of the positive reaction product was analyzed by the integral optical density (IOD) of the image processing system. Western blotting was used to detect VEGF and factor VIII in 120 mg myocardium from the edge of the left ventricular infarction at the end of the 4th week after MI.

### Data Analysis

SPSS 23.0 statistical software were used for statistical analyses. The data were presented as means ± standard deviation (SD). The difference between groups was analyzed using one-way ANOVA and Tukey’s *t*-test. *P* < 0.05 was considered to be statistically significant.

## Results

### Morphological Characteristics and Immunophenotyping of AD-MSCs

After the primary cells were cultured for 30 min, a large number of suspended circular cells were visible under the inverted microscope. After 2–3 days, the growth medium was replaced for the first time and AD-MSCs were assumed short rod or round shapes. After 7–10 days, AD-MSCs reached up to 80% confluence. At passage 3 to 6 the cells were mostly spindle shaped and polygonal. The majority of passage 3 AD-MSCs expressed CD29 and CD44 (81.3 and 99.1%, respectively), while only 15.7% of cells expressed CD73 and CD45 was virtually undetectable (Figure 1 and Supplementary Figure 1).

**FIGURE 1:**
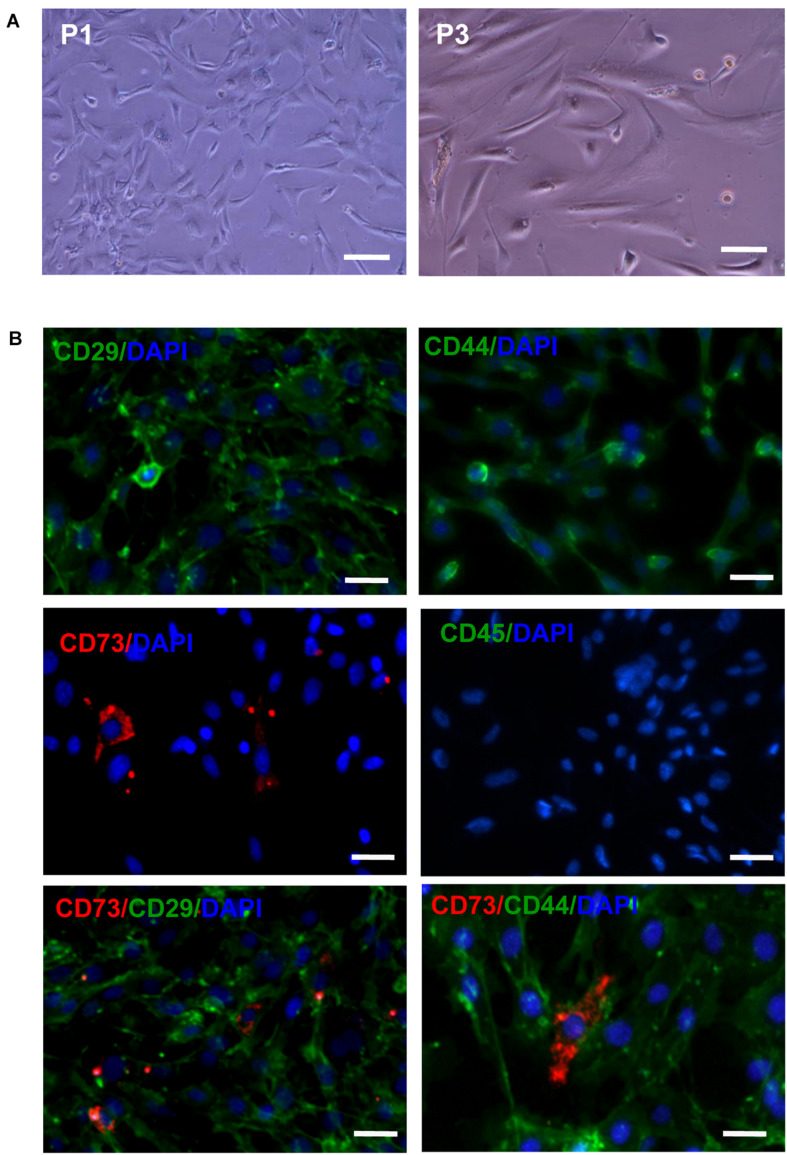
The morphology and phenotypical characterization of AD-MSCs. **(A)** Morphology of AD-MSCs at different passages. P1: passage 1, P3: passage 3; Scale bar, 20 μm. **(B)** Phenotypical characterizations of AD-MSCs using multicolor immunofluorescence. Immunofluorescence was performed for surface markers CD29, CD44, CD73, and CD45. Nuclei were counterstained with DAPI. Scale bars, 10 μm.

### Characterization of CD73^+^ and CD73^–^ Subgroups

CD73^+^AD-MSCs exhibited mainly spindle and rod-like shapes, whereas CD73^–^AD-MSCs mainly polygonal large cells (Figure 2A). The expression of CD73 in CD73^+^AD-MSCs and CD73^–^AD-MSCs has statistically significant differences (*P* < 0.05) (Figures 2B,C). These subtypes also displayed significant differences in gene expression patterns. 

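RNA of CD73+ and CD73- AD-MSCs of mice at passage 5 was compared on Affymetrix mouse 430 2.0 arrays, with 3 arrays for each subgroup. AD-MSCs are mesenchymal stromal cells grown from adipose tissue. They had been sorted by flow cytometry on CD73, a cell surface enzyme that makes adenosine from AMP and is encoded by Nt5e, and were cultured further before RNA was taken. The deposited table holds 1 log2 value for each array and each of 45101 probe sets, the groups of short probes that read a transcript. The submitters' processing notes name RMA, which corrects the background, gives the arrays nearly the same distribution and summarises the probes of each probe set. Array medians lay between 5.28 and 5.37 on the log2 scale. Values were used as deposited, 64 control probe sets were set aside, and the other 45037 were fitted with limma, with Benjamini-Hochberg adjustment over all of them. Each gene was read from its probe set with the highest mean over all arrays, which gave 18193 genes. Arrays of the same subgroup correlated across probe sets with r between 0.997 and 0.998, and arrays of different subgroups with r of 0.993, where probe sets are not independent replicates. The labels do not say whether the 3 arrays of a subgroup come from separate cultures, so p-values measure only the spread between these arrays, which may be technical. The number of arrays limits the precision. In data simulated with the same spread, 200 of 45037 probe sets were changed. Limma called 44% of those changed by 0.5 on the log2 scale and 87% of those changed by 1, with 4 false calls. In the real data 8513 passed, and with so many the adjustment lets smaller differences pass. The simulated shares may therefore understate the detection here.
The control probe sets were not alike in the subgroups. The 24 poly-A controls, bacterial transcripts that are normally added to the RNA before labelling, had a mean log2 difference (CD73+ minus CD73-) of -0.95. It was -0.23 for the 18 hybridisation controls, -0.56 for the 3 probe sets of 18S ribosomal RNA and 0.26 for the 3 Gapdh controls. The log2 ratio of the probe set near the end of the transcript over that near its start of beta-actin, a measure of RNA integrity, was 0.084 ± 0.014 (SD, n = 3) in CD73+ and 0.19 ± 0.028 (SD, n = 3) in CD73- AD-MSCs, and that of Gapdh was -0.27 ± 0.035 (SD, n = 3) and -0.30 ± 0.023 (SD, n = 3), so that the gap exceeded the SDs for the former alone. All directions given here are relative to the deposited scale, on which the median difference over all probe sets was -0.000187. Scaling every array to its poly-A controls, an alternative chosen after seeing the data, used only the DapX, LysX, PheX and ThrX probe sets among them. It moves the median over all probe sets to 0.93 and makes 44707 probe sets higher and 33 lower in CD73+ AD-MSCs. Most of the lower values given here would then turn.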

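Genes of cell division and of the extracellular matrix were higher, and genes of the interferon response lower, in CD73+ than in CD73- AD-MSCs. Of 30 measured genes of the G2 and M phases, 29 were higher and none was lower at an adjusted p under 0.05 from limma (29 and 0 when adjusted over the list alone), with a median log2 difference of 0.51. Ccnb2, a mitotic cyclin, rose by 0.97 and Cdca3, a regulator of mitotic entry, by 0.90. Of 40 collagen and matrix genes, 26 were higher and 1 was lower (30 and 1 when adjusted over the list alone), with a median of 0.34. Col6a1 and Col6a2, chains of collagen VI, rose by 1.45 and 1.39, and Fbln5, an elastic fibre protein, fell by 0.40. Of 34 interferon response genes, 30 were lower and none was higher (32 lower and 2 higher when adjusted over the list alone), with a median of -0.59, on the scale of the deposited values and not after scaling to the poly-A controls, where the median is 0.34. Mx1 and Oas1a, both antiviral effectors, fell by 1.67 (standard error 0.11, adjusted p = 0.000184 from limma) and by 1.39 (standard error 0.074, adjusted p = 0.000122 from limma).
Saa3, an acute-phase serum amyloid, rose the most of the named genes, from a log2 level of 8.00 ± 0.053 (SD, n = 3) in CD73- to 10.35 ± 0.056 (SD, n = 3) in CD73+ AD-MSCs (adjusted p = 2.67e-05 from limma). Tgfbi, a matrix protein induced by TGF-beta, rose by 2.14, Olr1, a receptor for oxidised LDL, by 2.08, Gas1, a growth arrest protein, by 1.96 and Serpinb1a, a protease inhibitor, by 1.96. Another probe set of Gas1 had a difference of -0.085 that did not pass. Lcn2, an iron-binding secreted protein, Aoc3, a vascular adhesion protein, Adam8, a metalloprotease, C1s1, a complement protease, and Cck, a peptide hormone, rose by between 1.52 and 1.93. Among the genes that fell were Rsad2 and Gbp3, also induced by interferon, by 1.29 and 1.26, Ddx60, a helicase of antiviral signalling, by 1.35, and Ifi207 by 1.3. Dlg2, a scaffold protein, Mamdc2, Whamm, a regulator of actin assembly, and Car6, a secreted carbonic anhydrase, fell by between 1.25 and 1.54.
Nt5e itself had a log2 level of 7.73 ± 0.12 (SD, n = 3) in CD73+ and 6.84 ± 0.45 (SD, n = 3) in CD73- AD-MSCs on its brightest probe set, a difference of 0.88 (standard error 0.20, adjusted p = 0.0218 from limma). Without CD73- replicate 3, CD73+ replicate 1 or CD73+ replicate 3 the adjusted p from limma was 0.0569, 0.0763 and 0.0563. Its 2 other probe sets had differences of 0.033 and -0.12 that did not pass, and the mean of the gene's probe sets had one of 0.27. The first of these lay near the array medians, at 5.39 in CD73+ and 5.36 in CD73- AD-MSCs. The second lay near the lowest values of the arrays, at 3.42 and 3.54. Such levels limit what these probe sets, and the mean that includes them, can show.
In all, 8513 of 45037 probe sets (18.9%) passed an adjusted p under 0.05 from limma, 4408 higher and 4105 lower in CD73+ AD-MSCs, and 411 and 197 of these differed by at least 0.8 on the log2 scale. The CD73+ and CD73- values did not overlap for 7426 of 18193 genes (40.8%), where chance gives 10%. Limma's camera, which sets a list against all other genes with a preset correlation between genes, gave adjusted p = 1.18e-18 for the G2 and M phase list, 9e-16 for the matrix list and 2.03e-17 for the interferon list. With an estimated correlation the matrix list alone of all lists tested kept its call (adjusted p = 0.0216 with an estimated correlation), while the adjusted p was 0.106 with an estimated correlation for G2 and M phase and 0.0658 with an estimated correlation for interferon. Among the genes past a log2 difference of 0.8 as well, Fisher's exact test (one-sided) found 4 of the G2 and M phase, 8 of the matrix and 9 of the interferon genes (adjusted p = 0.00686, 1.36e-06 and 3.05e-08), the first of which ended with a fold limit of 1 (adjusted p = 1). Leaving out CD73+ replicate 1 took the counts to 2794 higher and 2525 lower, leaving out CD73+ replicate 2 the higher to 2896, and leaving out CD73- replicate 2 the lower to 2563.

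**Figure D1:**
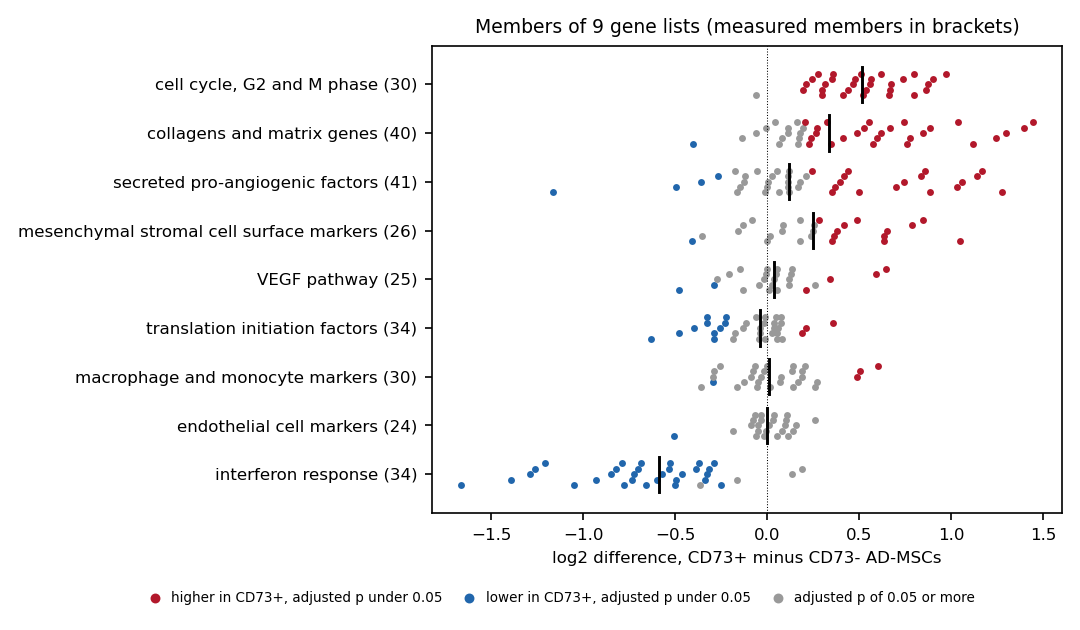
Log2 difference, CD73+ minus CD73- AD-MSCs, of each measured member of 9 gene lists, 1 point per gene on the horizontal axis, with a black bar at the median of each list. Red and blue points passed an adjusted p under 0.05 from limma upwards and downwards, grey ones did not; the G2 and M phase genes lie to the right of 0 around 0.51 and the interferon genes to its left around -0.59, a side that turns when arrays are scaled to the poly-A controls.

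**Figure D2:**
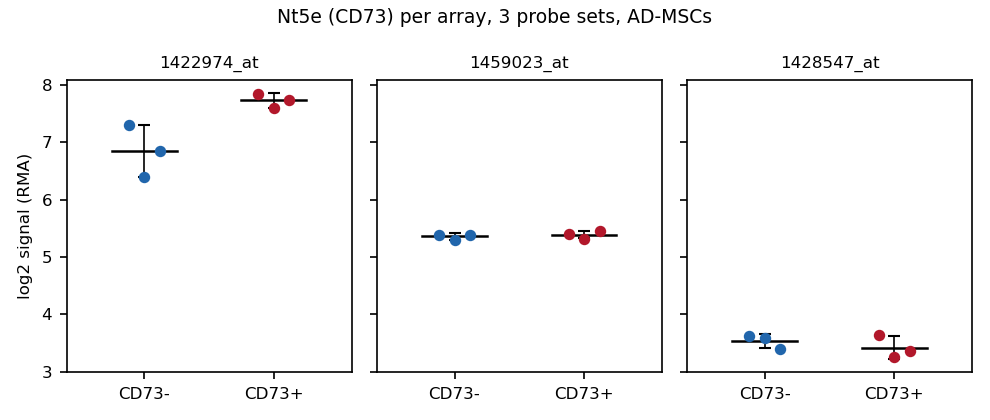
Log2 signal of the 3 Nt5e probe sets on each array, with the mean (line) and SD (bar) of the 3 arrays of each subgroup. The subgroups separate on the brightest probe set, at means of 7.73 and 6.84, and not on the other probe sets, which are dimmer.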

Based on GO analysis, the differences concerned 10 signaling pathways, including VEGF pathway which were associated with pro-angiogenesis of AD-MSCs (Figure 3).

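In a list of VEGF pathway genes, the signalling genes Pik3r1, Prkca and Pxn were higher in CD73+ AD-MSCs and the translation initiation genes Eif2s2 and Eif2b3 were lower, on the deposited scale and not after scaling to the poly-A controls, where all 25 members were higher. Of 25 measured members, 4 were higher and 2 were lower at an adjusted p under 0.05 from limma (5 and 3 when adjusted over the list alone). Median centring of the arrays gave 3 higher and 4 lower, and quantile normalization and cyclic loess each gave 4 and 3. The study named this pathway from these samples, so the count is not independent evidence. Pik3r1, the regulatory subunit of PI3-kinase, rose by 0.65 (standard error 0.062, adjusted p = 0.000639 from limma). Prkca, a protein kinase C, rose by 0.59, Pxn, the focal adhesion protein paxillin, by 0.34, and Eif2s3x, a subunit of the initiation factor that brings the first tRNA to the ribosome, by 0.21. Eif2s2, another subunit of that factor, fell by 0.29, although 1 of its other probe sets rose by 0.36, and Eif2b3, part of its exchange factor, fell by 0.48. Vegfa, the ligand, had a log2 level of 8.76 ± 0.056 (SD, n = 3) in CD73+ and 8.91 ± 0.13 (SD, n = 3) in CD73- AD-MSCs (adjusted p = 0.275 from limma), and its other probe set did not pass. The differences of the other members that did not pass ran from -0.27 for Nos3, the endothelial nitric oxide synthase, to 0.26 for Flt1, a VEGF receptor, which passed without CD73- replicate 3 (0.31, adjusted p = 0.0443 from limma). For Pik3r1, Prkca, Pxn and Eif2s3x at least 1 other probe set did not pass, and the call of Eif2s3x ended without any 1 array (adjusted p from limma 0.0541 to 0.0984).
Of 41 measured secreted factors that promote angiogenesis, 17 were higher and 4 were lower (18 and 4 when adjusted over the list alone), with a median of 0.12. Cxcl12, which encodes the chemokine SDF-1α, rose by 1.14 (standard error 0.071, adjusted p = 0.000166 from limma) on its brightest probe set and 0.91 on a second, while a dim one did not pass. Vegfd, a ligand of lymphatic and vascular receptors, rose by 1.17 (adjusted p = 0.000132 from limma). Cxcl5, a chemokine, rose by 1.27 from 3.20 ± 0.17 (SD, n = 3), near the lowest values of the arrays, so that the size of its rise is uncertain. Vegfc, the other ligand of this kind, fell by 1.17 (adjusted p = 9.46e-05 from limma), and Fgf2, near the lowest values of the arrays, fell by 0.50 to 3.19 ± 0.18 (SD, n = 3). The Fgf2 call ended without CD73- replicate 1, CD73- replicate 3, CD73+ replicate 2 or CD73+ replicate 3 (adjusted p from limma 0.0812 to 0.107). Hgf had a difference of -0.16 (adjusted p = 0.268 from limma).
Limma's camera gave an adjusted p of 0.287 for the VEGF list and of 3.33e-05 for the secreted factors, the latter with an adjusted p = 0.169 with an estimated correlation. Fry, which asks only whether a list's genes move one way on balance, gave 0.00252 for the VEGF list. Of the secreted factors 9 passed a log2 difference of 0.8 as well, more than chance gives by Fisher's exact test (one-sided, adjusted p = 1.23e-07). From its GO analysis of the differential genes, the paper states that the differences concerned several signaling pathways, among them the VEGF pathway, and ties these to the pro-angiogenic property of AD-MSCs.

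**Figure D3:**
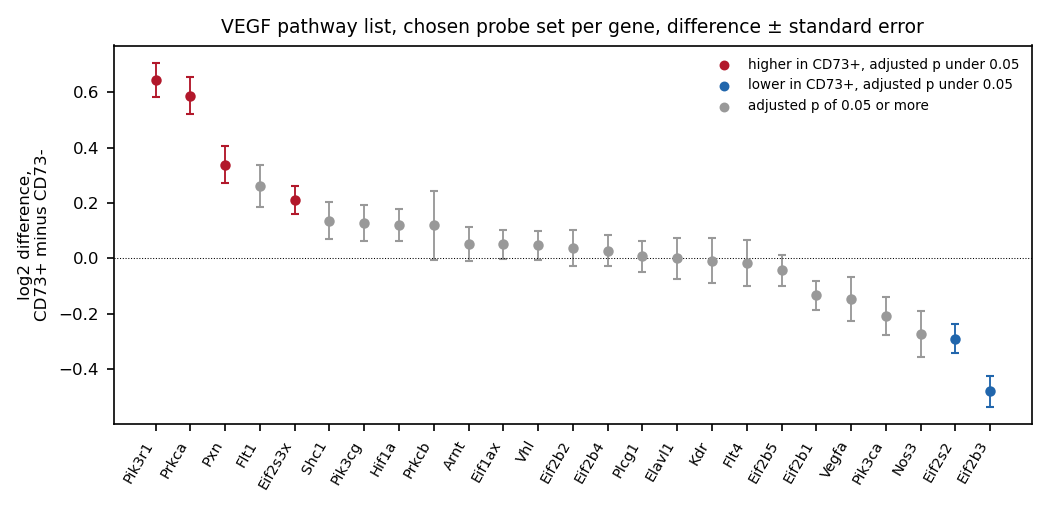
Log2 difference, CD73+ minus CD73- AD-MSCs, of the 25 measured VEGF pathway genes on the vertical axis, 1 point per gene from its brightest probe set, with bars of 1 standard error from limma (3 arrays per subgroup). Red points were higher and blue points lower at an adjusted p under 0.05, and grey points did not pass on the deposited scale, while all are higher after scaling to the poly-A controls; they run from 0.65 for Pik3r1 to -0.48 for Eif2b3.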

**FIGURE 2:**
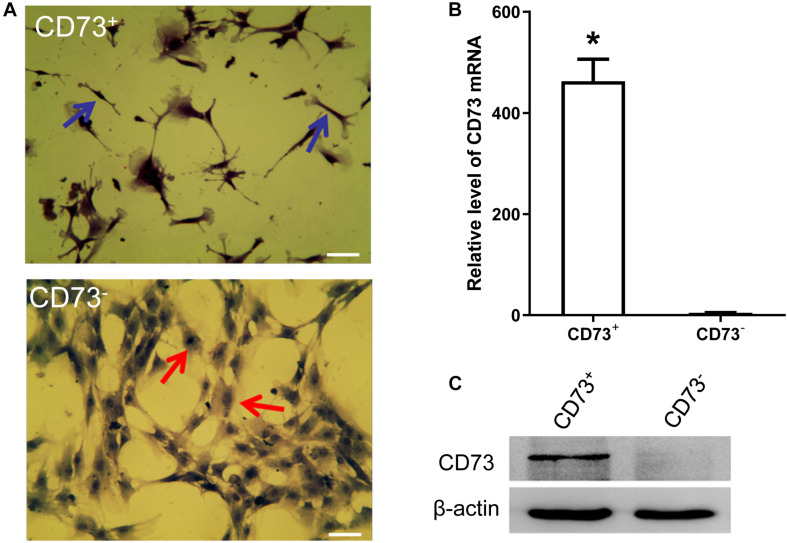
AD-MSCs can be divided into CD73^+^ and CD73^–^ subpopulations. **(A)** HE staining was used to detect the morphological changes of CD73 ^+^ and CD73^–^ AD-MSCs. Blue arrows indicated spindle cells, red arrows showed big polygonal cells. Scale bars, 20 μm. **(B)** Detection of CD73 mRNA in CD73^+^ and CD73^–^ AD-MSCs by Real-time quantitative PCR. Results are presented as mean ± SD.*P < 0.05, vs. CD73^–^ AD-MSCs. **(C)** The expression of CD73 in CD73^+^ and CD73^–^ AD-MSCs by Western blotting.

**FIGURE 3:**
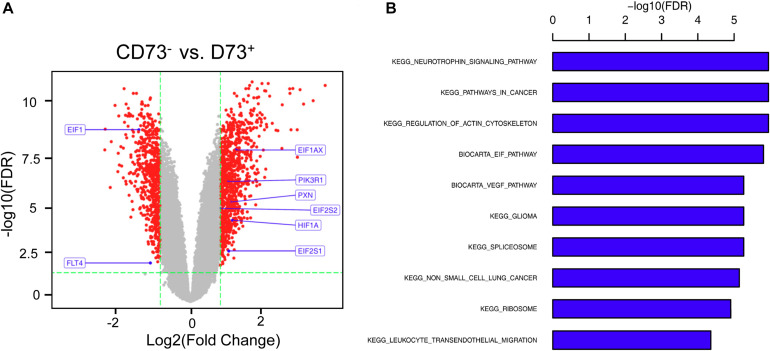
Differential gene analysis of CD73^+^ vs. CD73^–^AD-MSCs. **(A)** Volcano map of differential genes. **(B)** Go analysis for differentially expressed genes by KEGG.

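Genes labelled in Fig. 3A were read by several probe sets that did not always move together. Eif1ax, a translation initiation factor, had a difference of 0.051 (adjusted p = 0.59 from limma) on its brightest probe set and rose by 0.90 on each of the others. Hif1a, the hypoxia-inducible factor, had 0.12 (adjusted p = 0.211 from limma) on the brightest and rose by between 0.45 and 0.55 on 3 others. Of the Pik3r1 probe sets, the second to pass rose by 0.76, and those at 0.086 and -0.13 did not pass. Eif2s2 was lower on 3 of 6 probe sets, higher on 1, and did not pass on the rest. Flt4, the receptor of VEGF-C and VEGF-D, had -0.018 and -0.045, neither of which passed.
Gene lists named after the pathways of Fig. 3B moved in different directions on the deposited scale, whereas no member was lower in any of them after scaling to the poly-A controls. None of these is independent evidence, since the study picked the pathways on these samples. Among 34 translation initiation factors, 3 higher and 10 lower passed (3 and 12 when adjusted over the list alone), with Eif4b at 0.36 and Eif5 at -0.63, although other probe sets of both did not pass. Of 90 spliceosome genes 8 higher and 18 lower passed (9 and 21 when adjusted over the list alone), with the splicing factors Srsf5 at 0.39 and Srsf9 at 0.34, and Thoc1 at -0.60 and Smndc1 at -0.56. Of 43 cytoplasmic ribosomal proteins 6 higher and 0 lower passed (6 and 0 when adjusted over the list alone), with Rpl37a at 0.55 and Rpl14 at 0.45; their median was -0.012 while camera leaned upwards. For 48 genes of glioma and growth factor receptor signaling the counts were 14 higher and 8 lower (18 and 10 when adjusted over the list alone), with Pik3r3, another PI3-kinase subunit, at 0.66, Shc4, an adaptor, at -0.72 and Camk2d, a calcium-dependent kinase, at -0.60. Neurotrophin signaling had 14 higher and 16 lower of 87 (17 and 20 when adjusted over the list alone), with Nfkbie and Zfp110 both at -0.64. Leukocyte transendothelial migration had 17 higher and 3 lower of 74 (22 and 5 when adjusted over the list alone), with the surface protein Thy1 at 0.65, Arhgap5 at -0.37 and Mapk12 at -0.37. Regulation of the actin cytoskeleton had 20 higher and 3 lower of 79 (25 and 7 when adjusted over the list alone), with myosin light chain kinase Mylk at 0.83, Tiam1 at 0.48, Gna13 at -0.43 and Diaph3 at -0.33. The Mylk call ended without CD73- replicate 1 or CD73+ replicate 1 (adjusted p from limma 0.0525 to 0.0562) and the Diaph3 call without CD73+ replicate 2 (adjusted p from limma 0.0506).
The migration, actin and glioma lists were called higher by limma's camera (adjusted p = 0.00425, 0.0115 and 0.0124), with adjusted p = 0.106, 0.159 and 0.19 with an estimated correlation, and the glioma call ended after scaling to the poly-A controls (adjusted p = 0.148). Without CD73- replicate 3 the glioma call ended and the spliceosome list was called lower (adjusted p = 0.0533 and 0.0425), and the Shc4 call ended without CD73- replicate 1, CD73- replicate 2, CD73- replicate 3 or CD73+ replicate 2 (adjusted p from limma 0.0518 to 0.0634). Translation initiation, spliceosome, ribosomal and neurotrophin genes had camera values of 0.136, 0.189, 0.303 and 0.938. By Fisher's exact test (one-sided) none of these lists, nor the VEGF list, was over-represented among the 281 genes past an adjusted p of 0.05 and a log2 difference of 0.8, with an adjusted p of 1 for each. With no fold limit glioma and neurotrophin genes were (adjusted p = 0.00137 and 0.0207), and with a limit of 0.8 times ln 2, chosen after seeing the data, glioma genes were (adjusted p = 0.00552).

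**Figure D4:**
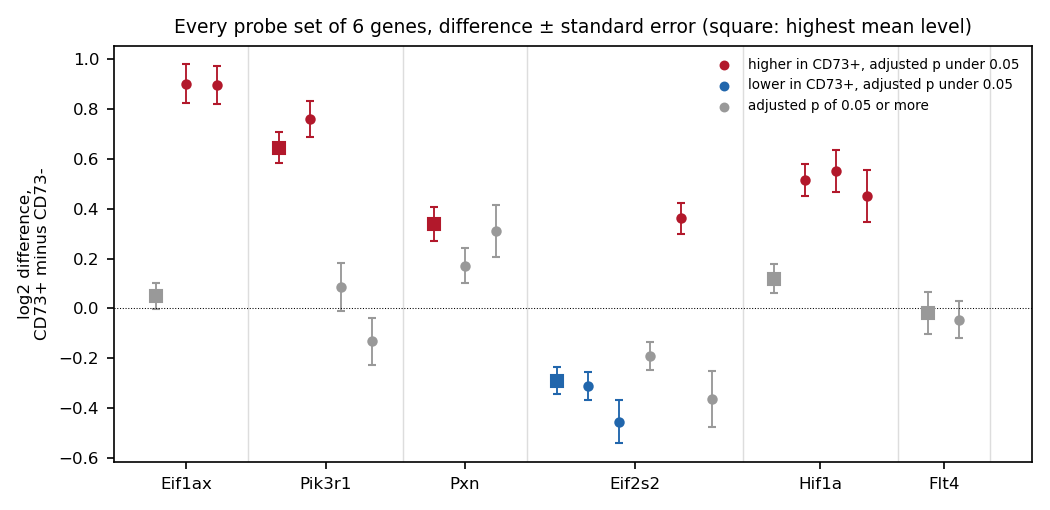
Log2 difference, CD73+ minus CD73- AD-MSCs, on the vertical axis for each probe set of 6 genes labelled in Fig. 3A, with bars of 1 standard error from limma (3 arrays per subgroup). Squares mark the brightest probe set of a gene and circles the others; red and blue passed an adjusted p under 0.05 upwards and downwards, and Eif1ax has its square near 0.051 and both circles near 0.90; the lower values turn after scaling to the poly-A controls.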

### Effect of CD73 on Cytokine Secretion of AD-MSCs *in vitro*

The secretion of VEGF, SDF-1α, and HGF in CD73^+^AD-MSCs was significantly higher than that of CD73^–^AD-MSCs(*P* < 0.01) while secretion of bFGF remained similar between these two subgroups (*P* > 0.05). Inhibition of CD73 activity of CD73^+^AD-MSCs by APCP resulted in decreased secretion of VEGF (*P* < 0.01), SDF-1α (*P* < 0.05), HGF (*P* < 0.01) and no effect on that of bFGF (*P* > 0.05). The expression of SDF-1α and HGF in CD73^–^AD-MSCs was lower than that in unsorted AD-MSCs (Figure 4A). When CD73 expression was down-regulated in CD73 positive subset, VEGF secretion was decreased (*P* < 0.01) while it was vice versa in CD73 negative subset (*P* < 0.05) (Figure 4B). Scratch wound healing assay was used to evaluate the ability of cellular products to support angiogenesis *in vitro*. When HUVEC was treated with CD73^+^AD-MSCs and CD73^–^AD-MSCs conditioned medium for 6 h, the percent of wound closure was 51.8 and 30.2%, respectively. The difference between CD73^+^AD-MSC and CD73^–^AD-MSC induced wound closure was statistically significant (Figures 4C,D). These results indicate that CD73 promotes secretion of VEGF, SDF-1α, and HGF factors.

**FIGURE 4:**
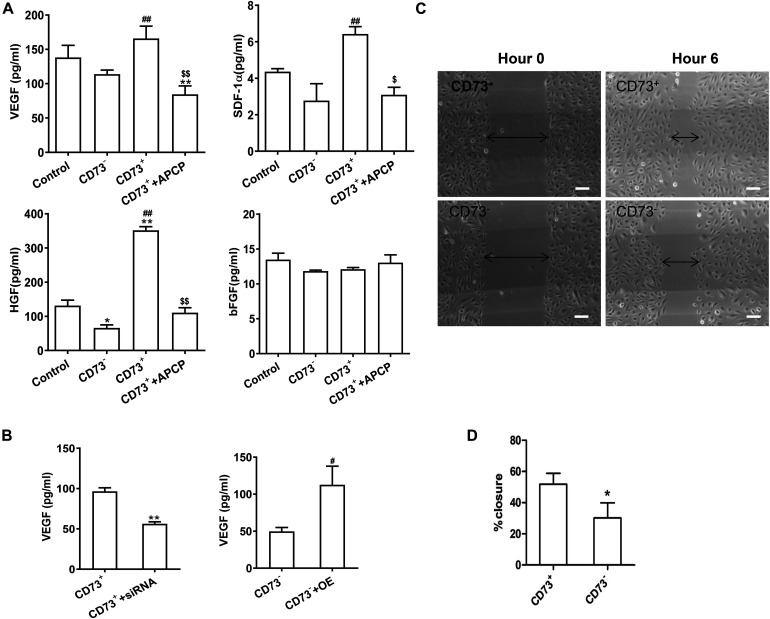
Pro-angiogenetic effects of CD73^+^ AD-MSCs. **(A)** Cytokine secretion analysis by ELISA in unsorted AD-MSCs (control), CD73^+^AD-MSCs, CD73^–^ AD-MSCs, and CD73^+^AD-MSCs + APCP. *P < 0.05, **P < 0.01, vs. control; ^#^*P* < 0.05, ^##^*P* < 0.01, vs. CD73^–^ AD-MSCs; ^$^*P* < 0.05, ^$$^*P* < 0.01, vs. CD73^+^ AD-MSCs; **(B)** VEGF secretion of cytokines of AD-MSCs with changing CD73 expression. CD73^+^ + siRNA: CD73^+^ AD-MSCs were transfected with CD73 gene SiRNA lentivirus; CD73^–^ + OE: CD73^–^ AD-MSCs were transfected with CD73 gene overexpression lentivirus. ** *P* < 0.01, vs. CD73^+^AD-MSCs; ^#^*P* < 0.05, vs. CD73^–^ AD-MSCs. **(C)** Scratch wound healing assay of HUVEC treated with conditioned media of CD73^+^ AD-MSCs and CD73^–^ AD-MSCs. **(D)** The percent of wound closure was calculated. *P < 0.05 vs. CD73^–^ AD-MSCs. Scale bars, 100 μm.

### Results of Cardiac Function Test

Compared with the sham group, the LVEF and LVEDV significantly decreased (*P* < 0.01) and the LVESV significantly increased at 1–4 weeks after MI (*P* < 0.01). Compared with MI group, however, the LVEF and LVEDV in MI rats from cell transplantation group were significantly increased (*P* < 0.01). Importantly, the LVEDV did not significantly increase at the 1st and 2nd weeks post-MI in CD73^–^ cells transplantation group (*P* > 0.05). The LVESV significantly decreased at the 2nd and 4th weeks in all three cell transplantation groups (*P* < 0.01). Compared to AD-MSCs and CD73^–^AD-MSCs groups, CD73^+^AD-MSCs transplanted rats exhibited increase of LVEF (1st, 2nd, and 4th weeks) and LVEDV (4th week) (*P* < 0.05). When compared with AD-MSCs group, the LVESV of CD73^+^AD-MSCs group decreased on 2nd weekend (*P* < 0.05). These results indicated that CD73^+^AD-MSCs, AD-MSCs and CD73^–^AD-MSCs could significantly improve cardiac function of rats with MI and CD73^+^AD-MSCs transplantation group appeared to be more effective (Figure 5 and Supplementary Figure 2).

**FIGURE 5:**
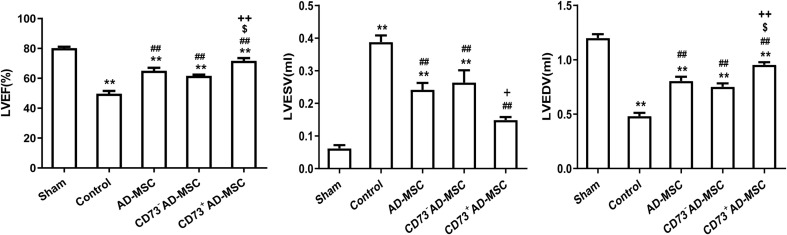
Improvement of cardiac function after CD73^+^AD-MSCs, CD73^–^ AD-MSCs, and AD-MSCs transplantation at week 4. Cardiac hemodynamic monitoring. LVEF: Left ventricular ejection fraction; LVESV (ml): left ventricular end-systolic volume; LVEDV (ml): left ventricular end-diastolic volume. *P < 0.05, **P < 0.01, vs. Sham; ^##^*P* < 0.01, vs. Control; ^[*dollar*]^*P* < 0.05, vs. AD-MSCs; ^+^*P* < 0.05, ^++^*P* < 0.01, vs. CD73^–^ AD-MSCs, *n* = 5∼6. One-way ANOVA, then followed by post Tukey’s test for multiple comparisons. Data are presented as mean ± SD.

### Effect of CD73^+^ AD-MSCs Transplantation on Angiogenesis

Immunohistochemical staining and western blotting was used to detect the expression of factor VIII and VEGF, which marked vascular endothelial cells. The higher expression of VEGF and factor VIII were detected in the myocardial infarction area in the cell transplantation group, and the highest expression was found in the CD73^+^AD-MSCs transplantation group (*P* < 0.05) (Figure 6). By the end of the 4th week post MI, the neovascularization density in all transplantation groups was significantly higher than in the untreated MI group (*P* < 0.01). However, the extent of increase in CD73^+^ AD-MSCs group was higher than other transplanting groups (*P* < 0.05) (Supplementary Figure 3). These results indicate that transplantation of CD73^+^ AD-MSCs were more effective in promoting myocardial angiogenesis.

**FIGURE 6:**
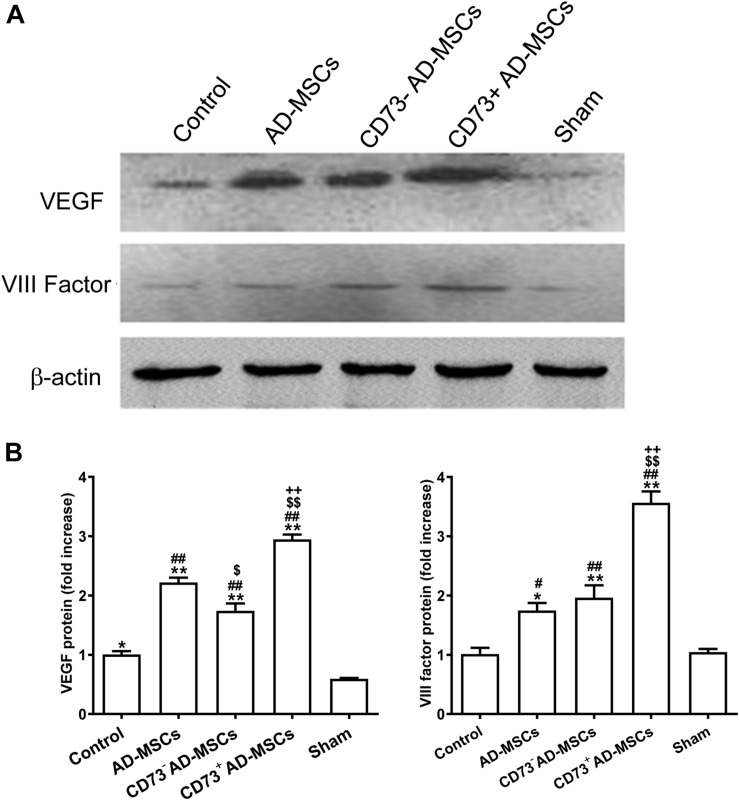
VIII factor and VEGF expression in myocardial infarction area after transplantation of AD-MSCs 4 weeks post MI. **(A)** Representative Western blots showing the level of VIII factor and VEGF under different treatments. **(B)** Quantification of the level of VIII factor and VEGF. *P < 0.05, **P < 0.01, vs. Sham; ^#^*P* < 0.05, ^##^*P* < 0.01, vs. Control; ^$^*P* < 0.05, ^$$^*P* < 0.01, vs. AD-MSCs; ^++^*P* < 0.01, vs. CD73^–^ AD-MSCs, *n* = 5∼6/group. One-way ANOVA, then followed by post Tukey’s test for multiple comparisons. Data are presented as mean ± SD.

## Discussion

Unlike most similar studies, the present study utilized CD73^+^ and CD73^–^ subsets of AD-MSCs for transplantation. We demonstrated that the presence of CD73 promotes the secretion of VEGF, SDF-1α, and HGF factors by AD-MSCs *in vitro*. CD73^+^ AD-MSCs promoted vascular regeneration *in vivo*, which could be closely related to regulate the microenvironment of MI area. We also have showed that CD73^+^ AD-MSCs were more effective than bulk AD-MSCs in accelerating cardiac function recovery in the rat model of MI (Figure 7).

**FIGURE 7:**
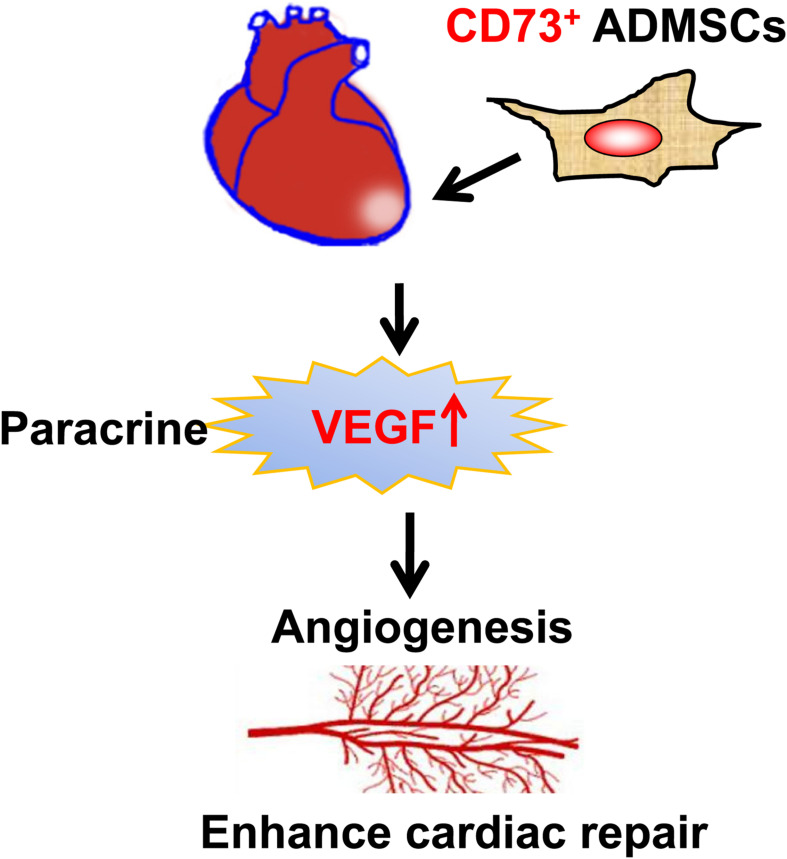
The diagram of the mechanisms responsible for improved cardiac repair after myocardial transplantation of CD73 positive AD-MSCs.

CD73 is a glycoprotein that acts as an exogenous -5′-nucleotide enzyme involved in signal transduction. CD73 hydrolyzes 5′-adenosine monophosphate (AMP) into adenosine and phosphoric acid and then interacts with adenosine receptors on the cell surface to modulate a variety of biological effects (Meng et al., 2019). CD73 also has non-hydrolase function, which is also a signal and adhesion molecule that regulates cell-extracellular matrix interaction (Yan A. et al., 2019). Moreover, anti-CD73 inhibitory antibody for cancer immunotherapy is already carried out in clinical trials (Minor et al., 2019). However, the role of CD73 in regeneration therapy of MSCs is rather limited.

Routinely, many laboratories tend to isolate and enrich MSCs through plastic adhesion when separating large numbers of MSCs (Li et al., 2016). In this study, CD73^+^ AD-MSCs and CD73^–^ AD-MSCs were separated by flow cytometry. The CD73^+^cells had either spindle or rod shape, while CD73^–^ cells mostly large and polygonal, in line with previous observations (Haasters et al., 2009). Although the transcriptome differences between MSCs from different sources are very small, they are sufficient to significantly affect cell behavior (Elahi et al., 2016). 

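Beyond CD73 itself, several surface markers of mesenchymal stromal cells were higher on the arrays of CD73+ AD-MSCs. Of 26 measured markers 12 higher and 1 lower passed limma's test (17 and 2 when adjusted over the list alone). Cd9, a tetraspanin, rose by 1.05 (standard error 0.075, adjusted p = 0.000254 from limma), and the progenitor marker Cd34 by 0.85. The lower one, Cd200, with a difference of -0.41, lies near the lowest values of the arrays, at 2.99 ± 0.11 (SD, n = 3) in CD73+ AD-MSCs, so that its fall is uncertain. The markers by which AD-MSCs were identified, Itgb1 (CD29) and Cd44, both had a difference of 0.18 (adjusted p = 0.061 and 0.0745 from limma), and Eng (CD105) had 0.082, while 2 other probe sets of Itgb1 rose by 0.29 and 0.27. Thy1 (CD90), which the paper also names as a common marker, rose by 0.65 (adjusted p = 0.00056 from limma). Ptprc (CD45), the leukocyte marker, lay at 3.06 ± 0.081 (SD, n = 3) in CD73+ and 3.19 ± 0.13 (SD, n = 3) in CD73- AD-MSCs. Among 26 genes of adenosine and extracellular nucleotide metabolism 10 higher and 2 lower passed (12 and 3 when adjusted over the list alone), Nt5e among them. P2rx7, an ATP receptor, rose by 0.96 on its brightest probe set, Entpd2 and Entpd5, which split nucleotides, fell by 0.40 and 0.29, and Entpd1 (CD39), which makes the AMP that CD73 uses, had a difference of -0.062 that did not pass.
Inflammatory factors moved both ways on the deposited scale, with 17 higher and 5 lower of 33 (17 and 5 when adjusted over the list alone), and not after scaling to the poly-A controls, where 32 were higher and none was lower, as also among the surface marker, adenosine, hypoxia, cholesterol, immediate early and stress genes. Beside Saa3 and Lcn2, which rose, Ccl5, a chemokine induced by interferon, fell by 0.92 and Csf2, a colony-stimulating factor, by 0.65. Genes of hypoxia and glycolysis were 16 higher and 2 lower of 33 (18 and 2 when adjusted over the list alone). Pdk1, which keeps pyruvate from the mitochondria, rose by 0.93 and the glycolytic enzyme Pfkl by 0.91, while Ndrg1, a hypoxia-induced gene, fell by 0.68. Ero1a, an oxidase of the endoplasmic reticulum, fell by 0.38 on its brightest probe set and rose by 0.31 on another. Of 20 genes of cholesterol synthesis 12 were higher and none was lower (13 when adjusted over the list alone), with the isoprenoid enzymes Idi1 at 0.86 and Fdps at 0.66. Of 22 immediate early genes, transcription factors and others induced within minutes of a stimulus, 14 higher and 3 lower passed (14 and 3 when adjusted over the list alone), with Egr3 at 1.28 and Fos at 1.13 against Atf3 at -0.85 and Myc at -0.50. Genes of the unfolded protein and integrated stress responses went mostly down on the deposited scale, though not after scaling to the poly-A controls, where 25 were higher, with 6 higher and 17 lower of 29 (6 and 17 when adjusted over the list alone). Slc7a11, a cystine transporter, fell by 0.89, while the chaperones Pdia4 and Pdia6 rose by 0.59 and 0.50. Other probe sets of P2rx7, Entpd5, Pdk1, Pfkl, Fdps, Egr3 and Pdia4 did not pass, and the Entpd5 call ended without CD73- replicate 2 or CD73+ replicate 1 (adjusted p from limma 0.0604 to 0.0636).
Limma's camera called all 7 of these lists, with adjusted p from 4.4e-08 for hypoxia to 0.013 for adenosine (0.0233 with Nt5e left out, chosen after seeing the data). After scaling to the poly-A controls the adenosine and inflammatory calls ended (adjusted p = 0.102 and 0.102). With an estimated correlation none kept its call: adjusted p = 0.0658 with an estimated correlation for surface markers, 0.106 for hypoxia, 0.136 for adenosine, 0.136 for inflammatory factors, 0.136 for cholesterol synthesis, 0.136 for immediate early genes and 0.293 for the stress responses. Among genes past the fold limit as well, Fisher's exact test (one-sided) found more inflammatory factors (10 of 33, adjusted p = 1.65e-09), immediate early genes (5, 0.000133) and hypoxia genes (4, 0.00847) than chance gives. With a fold limit of 1 the inflammatory factors kept this call, and those of the immediate early and hypoxia genes ended (adjusted p = 0.0644 and 1).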

Gene chip analysis of this study revealed a number of differentially expressed genes in the subgroups. It showed differences between CD73^+^ AD-MSCs and CD73^–^AD-MSCs when the transcription profiles of these two subgroups were compared, especially in VEGF pathway. Therefore our data suggested that evaluation based on CD73, the surface marker, that can be used as a quality control identification standard for cell expansion *in vitro*.

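Limma's camera asks whether a list shifts in a single direction, and most of the lists it tested are not pathways of Fig. 3B. Of 36 gene lists so tested, the VEGF pathway list ranked 25 by p. Of its 25 measured genes 24% changed, against 22.8% of all 18193 genes at an adjusted p under 0.05 from limma, and by this share it ranked 22. On the brightest probe set of each gene no member passed a log2 difference of 0.8, which the 2 other probe sets of Eif1ax did (0.90 each), and Pik3r1 and Prkca passed one of 0.8 times ln 2, a limit chosen after seeing the data. The receptor Kdr had a difference of -0.009 (standard error 0.081, adjusted p = 0.961 from limma), and Hif1a's partner Arnt had 0.051 on its brightest probe set and fell by 0.39 on another. Plcg1 and Shc1, which carry the signal of the receptors, had differences of 0.0079 and 0.14 that did not pass, and the catalytic subunit Pik3ca had -0.21 on its brightest probe set while it rose by 0.40 and 0.28 on others. The list, made by hand from general knowledge, holds translation initiation factors beside receptors and kinases. With the probe sets of each gene averaged, 7 members were higher in place of 4.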

Mesenchymal stem cells promote tissue repair by secreting soluble cytokines, promoting vascular regeneration, blocking apoptosis, suppressing inflammation, and stimulating the regeneration of host cells (Tsuji et al., 2010; Zhao et al., 2019). In this study, we transplanted cultured AD-MSCs into rats with MI and found that the purified CD73^+^ADMSCs significantly increased vascular density, promoted angiogenesis, improved ventricular remodeling and cardiac function when it was compared with mixed ADMSCs and CD73^–^ADMSCs. The therapeutic effect was good. Therefore the use of purified cell subsets could improve the pertinence of the study and the efficacy of the treatment.

Inhibition of CD73 with anti-CD73 antibody or APCP reduced tumor angiogenesis in mice (Allard et al., 2017). The mechanism was probably related to CD73’s interaction with adenosine receptor A2B (Hesse et al., 2017). This interaction will stimulate vascular smooth muscle cells, endothelial cells, immune cells and tumor cells to secrete VEGF. Our results showed CD73^+^AD-MSCs were superior to unsorted AD-MSCs and CD73^–^AD-MSCs in promoting myocardial angiogenesis. ELISA results showed that CD73 expression could stimulate the secretion of VEGF, SDF-1α, and HGF. The scratch experiment results showed that CD73^+^AD-MSCs cellular products significantly promoted HUVEC migration and scratch wound healing to support angiogenesis. It is speculated that CD73 may contribute to angiogenesis in infarcted regions by upregulating the secretion of VEGF and SDF-1α in AD-MSCs.

SDF-1 is a well-known chemokine. It played pivotal role in activation, mobilization, normalization, and retention of hematopoietic stem cells (Zhang et al., 2018). SDF-1 could induce VEGF secretion in cells. CXCR4 was the receptor of SDF-1. Then these actual roles effectively regulate the angiogenic activity and homing capacity of endothelial progenitor cells (Sordi et al., 2005; Lau and Wang, 2011). These cytokines not only promoted vascular regeneration, but also protected the myocardium from hypoxia (Lemcke et al., 2018). Our results indicated that CD73^+^ AD-MSCs, AD-MSCs and CD73^–^AD-MSCs could significantly improve the cardiac function of rats with MI, but that CD73^+^AD-MSCs transplantation appeared to be more effective. Exogenously expressed SDF-1α/CXCR4 played a role in recruiting cardiac stem cells (CSC) and exogenous VEGF could accelerate cardiac repair partly through SDF-1α/CXCR4 (Tang et al., 2011). MSCs promotes effective angiogenesis through overexpressing SDF-1. This effect can inhibit congestive heart failure caused by MI. *In vivo*, MSC-stimulated SDF-1α expression in infarcted hearts resulted in massive mobilization and homing of bone marrow stem cells and CSCS (Tian et al., 2019). High expression of HGF also has an obvious cardioprotective effect, it can inhibit cardiocyte apoptosis, promote vascular regeneration, and act effectively in the process of anti-ventricular remodeling and repair (Sonnenberg et al., 2015; Chang et al., 2016). Gallo et al. reported that the HGF/Met axis also acts effectively in adapting myocardial regeneration and self-renewal. This axis could enhance the number of cardiac progenitor cells (Gallo et al., 2015).

The analysis of the effects of MSCs transplantation in the treatment of myocardial injury was mainly focused on cytokine secretion and the differentiation ability of transplanted cells (Yan W. et al., 2019). Clearly, transplantation of AD-MSCs triggers multiple mechanisms that collectively improve heart function. Cytokines secreted from MSCs exert protective effects by salvaging injured neighboring cells through regulation of apoptosis, inflammation, fibrosis, and angiogenesis (Jung et al., 2017). In recent years, studies have shown that MSCs may be involved in the regulation of immune responses (Hara et al., 2019). CD73 and CD39 can be regarded as “immune checkpoint mediators” and can regulate the function of various types of immune cells (Allard et al., 2014). Our study showed that the expression of CD73 stimulated the production of HGF *in vitro*. In addition, HGF has obvious regulatory effects on endothelial cells, epithelial cells, and hematopoietic progenitor cells. it also has been shown to regulate the chemotaxis of T cells in heart tissue (Komarowska et al., 2015). Promoting angiogenesis and antiinflammation can interact, and VEGF expression is higher at low doses of TNF-α (Gomzikova et al., 2019). It is essential for myocardial repairing cell transplantation that CD73^+^ AD-MSCs regulate myocardial microenvironment especially by promoting angiogenesis.

## Conclusion

In the present study, our results demonstrated that CD73^+^ AD-MSCs revealed a higher pro-angiogenic paracrine activity and displayed therapeutic efficacy for MI therapy. These results suggested that CD73 could be used as a selection marker of MSCs for ischemic disease therapy. Further studies to investigate the intrinsic properties and therapeutic efficiency of CD73 and other subpopulations of MSCs will facilitate a new avenue for regenerative therapy. The strategy of using an MSC subpopulation offers a more effective and definitive methods for stem cell therapy.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE167219.

## Ethics Statement

The animal study was reviewed and approved by the ethical review approval number: XYLL-2015023, Ethics Committee of Xinxiang Medical University.

## Author Contributions

QL and ZL conceived, designed the experiment, and wrote the manuscript. ZG administered the project and provided financial support. HH, JG, ML, XY, and HZ collected and analyzed data. MZ edited the manuscript. All authors checked and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AD-MSCs: adipose derived mesenchymal stem cells
AMP: 5 ′ -adenosine monophosphate
APCP, alpha: beta-methyleneadenosine-5 ′ - diphosphate
bFGF: basic fibroblast growth factor
CXCR4: chemokine receptor-4
ECM: Extracellular matrix
FBS: Fetal bovine serum
HGF: hepatocyte growth factor
LAD: left anterior descending coronary artery
LVEDV: left ventricular end-diastolic volume
LVEF: left ventricular ejection fraction
LVESV: left ventricular end-systolic volume
MI: myocardial infarction
MSCs: mesenchymal stem cells
MOI: multiple of infection
SDF-1 α: stromal cell-derived factor-1 α
VEGF: vascular endothelial growth factor.

# Supplementary material for: CD73+ Mesenchymal Stem Cells Ameliorate Myocardial Infarction by Promoting Angiogenesis
**Source:** Front Cell Dev Biol. 2021 May 12;9:637239. doi: 10.3389/fcell.2021.637239
**Supplement:** Supplementary Figure 1 — Phenotypical characterizations of AD-MSCs using flow cytometer.

**Supplemental information**

**
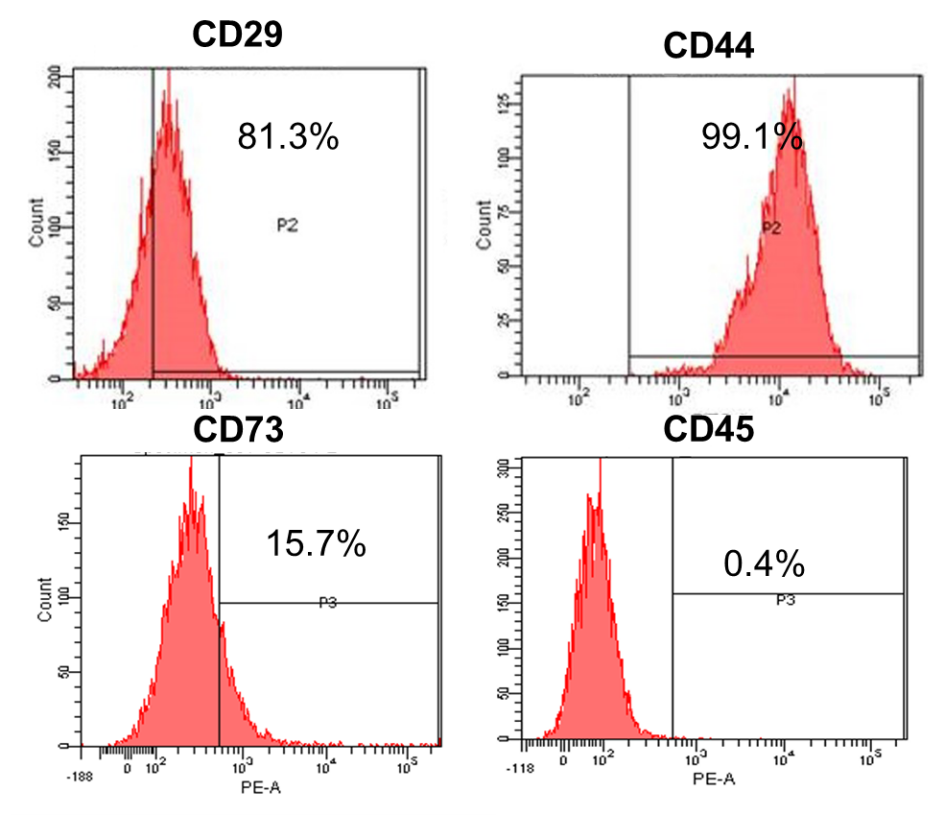
**

**Supplemental Figure 1. Phenotypical characterizations of AD-MSCs using flow cytometer.**

**
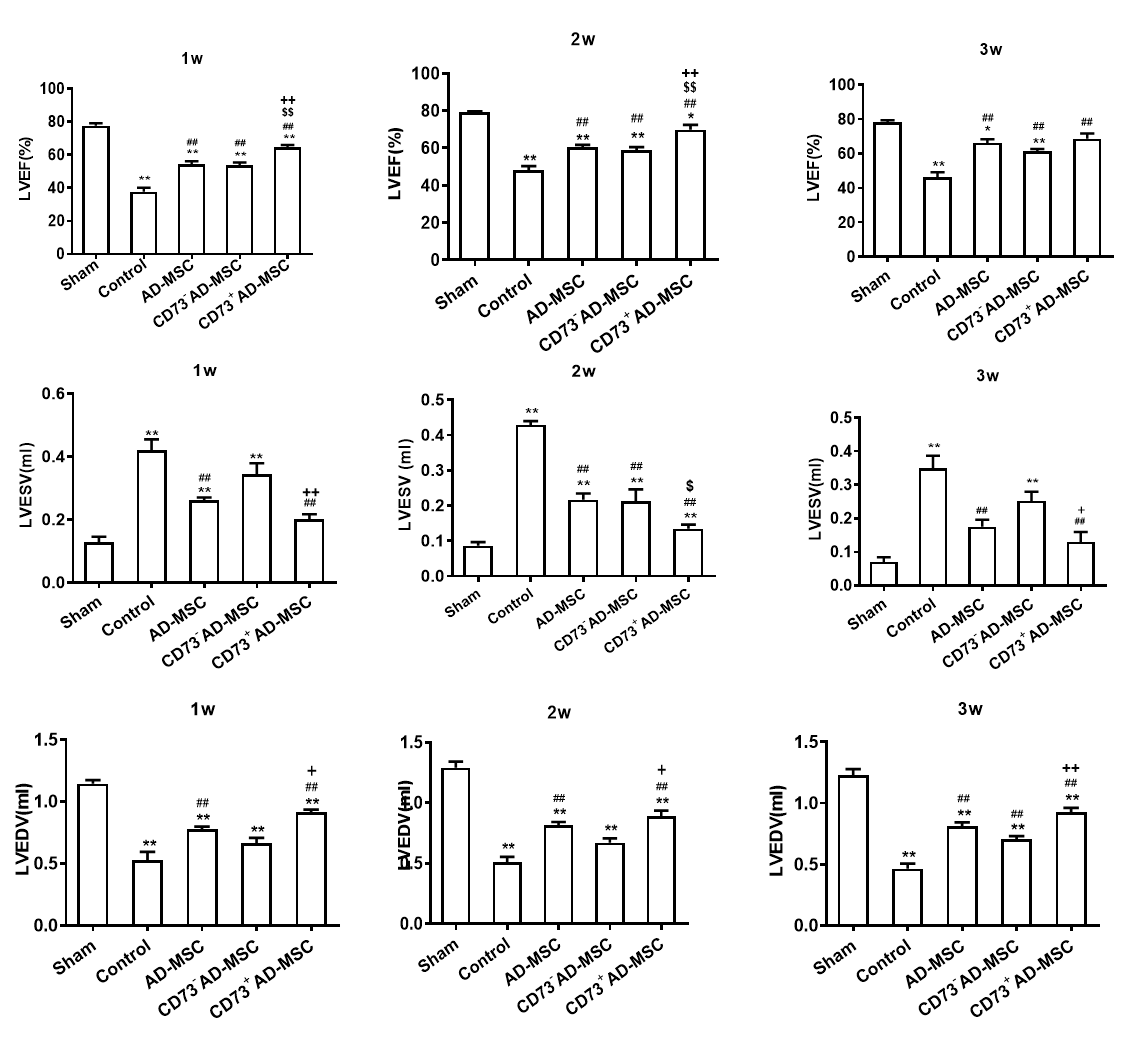
**

**Supplemental Figure 2. Cardiac hemodynamic monitoring at weeks 1, 2 and 3.** LVEF: Left ventricular ejection fraction; LVESV (ml): left ventricular end-systolic volume; LVEDV (ml): left ventricular end-diastolic volume. ^*^*P*<0.05, ^**^*P*<0.01, *vs.* Sham; ^＃^*P*<0.05, ^##^*P*<0.01, *vs.* Control (MI); ^$^ *P*<0.05, ^$$^*P*<0.01, *vs.* AD-MSCs (MI+AD-MSCs); ^+^*P*<0.05, ^++^*P*<0.01, *vs.* CD73^-^AD-MSCs (MI+ CD73^-^AD-MSCs), n=5~6. One-way ANOVA, then followed by post Tukey's test for multiple comparisons. Data are presented as mean ± SD.

**
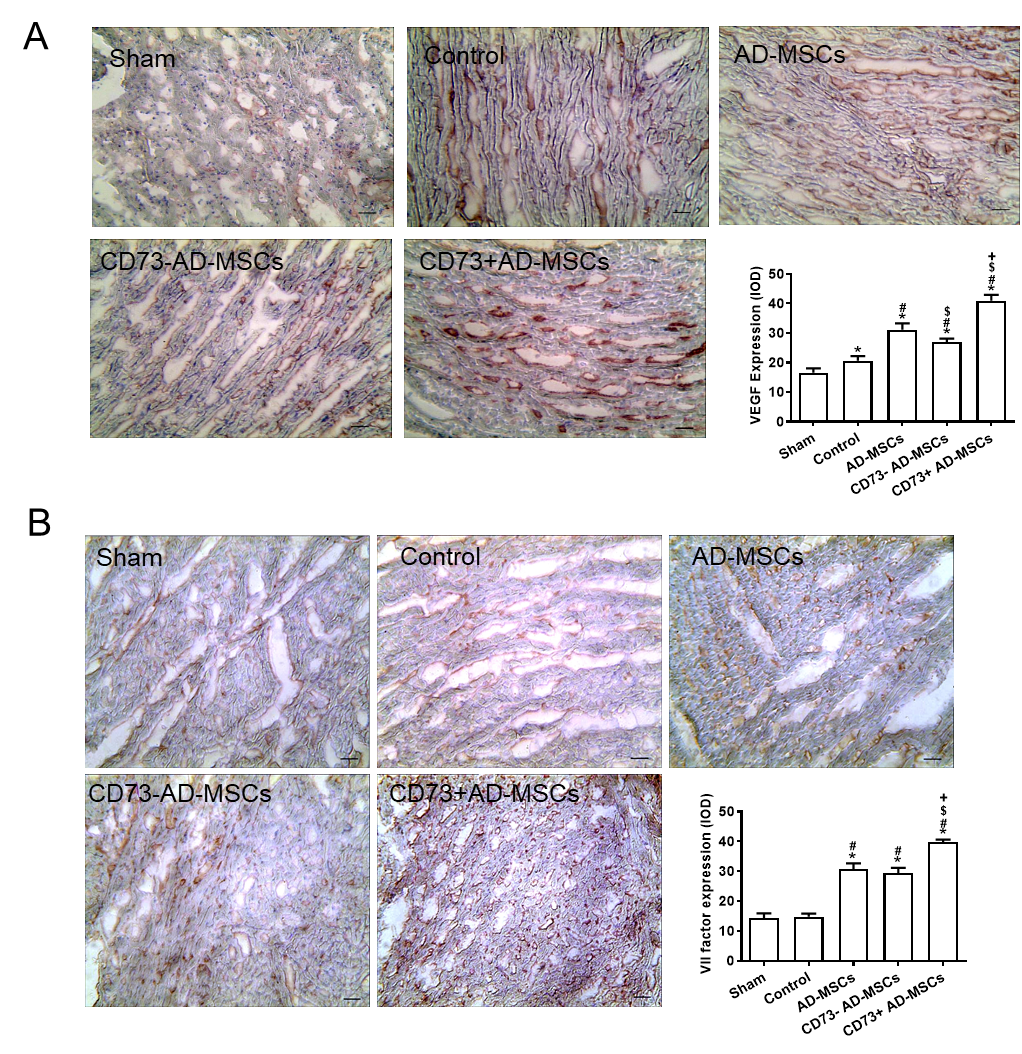
**

**Supplemental Figure 3.** VIII factor and VEGF expression in myocardial infarction area after transplantation of AD-MSCs 4 weeks post MI by IHC. (**A**) VEGF and (**B**) VIII factor staining revealed the effect of promoting angiogenesis by CD73+ AD-MSCs treatment. ^*^*P*<0.05, *vs.* Sham; ^＃^*P*<0.05, *vs.* Control (MI); ^$^ *P*<0.05, *vs.* AD-MSCs (MI+AD-MSCs); ^+^*P*<0.05, *vs.* CD73^-^ AD-MSCs (MI+CD73^-^AD-MSCs), n=5~6. One-way ANOVA, then followed by post Tukey's test for multiple comparisons. Data are presented as mean ± SD.

How the deposited data were processed for this re-analysis (not part of the article)

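The data are gene expression values of 6 Affymetrix mouse 430 2.0 arrays, 3 of CD73+ and 3 of CD73- AD-MSCs at passage 5. The authors deposited log2 values of 45101 probe sets, which the submitters' processing notes attribute to RMA; its version and software are not given in the sources used here, and the text of the paper names no test, filter or fold limit for single probe sets. RMA corrects the background from the perfect-match probes alone, makes the arrays' distributions nearly alike and summarises the probes of each probe set, so that a shift shared by most transcripts is removed and small ratios tend to be compressed. The general statistics section of the paper names one-way ANOVA with Tukey's test for the whole study and does not mention the arrays, and the microarray section gives a threshold for enriched GO terms only. Scanner files were not used here.
From these values 64 control probe sets were set aside and described on their own. The other 45037 were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with its default prior, no replicate block and no filter on dim probe sets), with Benjamini-Hochberg adjustment over all of them and a threshold of 0.05. Of these, 34945 probe sets carry 1 gene symbol in the platform's annotation, 932 carry several and 9160 are unnamed here. The Entrez ID of 34741 of the first kind matched the RefSeq gene table, and 0 symbols changed. A gene was read from the probe set with the highest mean over the 6 arrays among those with 1 symbol. Of 29 genes the paper names, 25 had such a probe set, and the others are unnamed here. Among 86 named genes with several probe sets, 26 passed the same way on all of them, 24 did not pass on the probe set used, and 3 (Ccng1, Eif2s2 and Ero1a) passed the other way on another. For the other 33, which are Arhgap5, Camk2d, Cd53, Cdca3, Cxcl12, Dlg2, Egr2, Egr3, Eif2s3x, Eif4b, Eif5, Entpd5, Fbln5, Fdps, Gas1, Gna13, Lyve1, Mapk12, Mef2c, Mylk, Nt5e, P2rx7, Pdia4, Pdk1, Pfkl, Pik3r1, Prkca, Pxn, Smndc1, Thoc1, Tiam1, Tnnt2 and Uty, at least 1 other probe set did not pass.
Named genes and gene lists were fixed before the data were examined. Named are every gene the paper names, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold whose CD73+ and CD73- values did not overlap (RIKEN, Gm, LOC and unnamed entries skipped), up to 2 members of each gene list with the largest rise and up to 2 with the largest fall among those that passed (where none passed, the 2 with the smallest p), and all members of the VEGF pathway list. The labels of Fig. 3A had been seen when the rule was written. The 37 gene lists were compiled by hand from general knowledge, with 1190 of 1338 entries measured. They cover the pathways of Fig. 3B, secreted factors, stromal markers and lineage genes, cell types that a sort from adipose tissue could hold, the cell cycle, and stress, inflammatory and metabolic programs. Of these, 36 with at least 5 measured members were tested with limma's camera (preset correlation 0.01), with an estimated correlation and with fry. Camera called 19 of them, of which 1, the collagen and matrix list, held with an estimated correlation, and fry called 29. Over-representation was tested with Fisher's exact test (one-sided) among the 281 genes past the threshold and a log2 difference of 0.8, against all 18193 genes, and 7 of 37 lists passed. The limit of 0.8 is the number Fig. 3A draws as read by eye; on the axis scale inferred after seeing the data it would be 0.55 on the log2 scale. In 3 lists, ribosomal proteins, Schwann cell markers and skeletal muscle markers, the median was below 0 while camera leaned upwards.
The arrays' number limits the precision, and the median SD within a subgroup was 0.10 on the log2 scale. The fit was tested on simulated data with 200 changed probe sets and fixed seeds, and the list tests on simulated lists, where the shifted list was called and no other was. Alternatives tried were a replicate block, quantile normalization, median centring, cyclic loess, a filter at the median level, eBayes with a trend or a robust prior, array weights, the methods' t-test, leaving out each array in turn, averaging the probe sets of a gene, other probe sets, other fold limits, and other settings of the list tests. A fold limit on another log scale, scaling to the poly-A controls (the DapX, LysX, PheX and ThrX probe sets alone) and camera with Nt5e left out of the lists were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No genome coordinates are given, since no build is named in the sources used here. The ELISA, PCR, protein and rat experiments of the paper were not analysed here.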

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

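The tests of a mixture, of the control probe sets, of the macrophage markers, of a scaling factor and of other splits, the bounds set for the values without 1 array, and the scaling to the poly-A controls were chosen only after the result was seen. The first pattern is the size of the Nt5e difference, 0.88 on the log2 scale, which is under 2-fold in cells sorted on CD73. CD73+ cells mixed into the CD73- cultures cannot be told apart from a small difference between the cell types. With the median level taken off as background, a mixture of 43.4% would allow a difference of 1.20. By over 2 standard errors, 20 genes were higher than this limit. With none taken off, at 54.2%, 74 genes were past 0.88 by that margin. But this limit rests on an assumed background, an assumed profile of the mixed-in cells and the Nt5e difference itself. A single array stays open too, since without CD73- replicate 1 the difference was 1.11, over 2-fold by less than the standard error with all arrays (0.20), and 0.66 at the lowest, without CD73- replicate 2; the call ended without CD73- replicate 3, CD73+ replicate 1 or CD73+ replicate 3 (adjusted p from limma 0.0569, 0.0763 and 0.0563). A change of Nt5e during culture after the sort and the compression of ratios by RMA also stay open, untested.
The second pattern, in probe sets that the paper does not discuss, is a mean difference of -0.95 in the poly-A controls and of -0.56 in 18S ribosomal RNA, with no overlap between the subgroups. An array-wide shift at hybridisation or in the scaling is argued against by the hybridisation controls, which differed by -0.23 and each by less than any poly-A control. A larger share of messenger RNA in the total RNA of CD73+ cells may account for both, as a hypothesis, since all 3 probe sets of 18S RNA were lower (-0.56) by more than any hybridisation control. Different amounts of control added to the subgroups cannot be told apart from this for the poly-A controls (-0.95), because no value of the table bounds the amount. Under the first, transcripts per amount of total RNA would be higher in CD73+ cells by the 0.93 by which the poly-A scaling moves the median.
The third pattern is the interferon response list, outside the genes the paper discusses, with a median of -0.59. Macrophages among the CD73- cells stay open. The macrophage and monocyte markers had a median of 0.0085, with 3 higher and 1 lower of 30. They cannot decide this, because only 11 of the 30 lay above the median level. A single array is argued against, since the number of lower interferon members was at least 26 without each array. For the next test the mean of each probe set over all arrays was taken off first. The interferon genes' median less that of all probe sets, which one scaling factor for each array leaves alone, then differed by -0.61 (larger SD 0.057). This nearly equals their -0.59, since the median difference over all probe sets was -0.000187. The value was 0.26 to 0.36 on the CD73- arrays and -0.32 to -0.27 on the CD73+ arrays. These are deviations and not levels, since the list's mean level of 9.13 lay above every array median. The deviations argue against one scaling factor for each array as the source of the list's fall relative to the other genes. After scaling to the poly-A controls the list's median difference was 0.34, against 0.93 for all probe sets. Whether the interferon genes are lower per amount of total RNA stays open. A difference between the cultures or array runs of the subgroups cannot be told apart from one between the cell types for this median of -0.59, because each subgroup may be 1 set of cultures, and a biological difference between the subgroups stays open as untested.
The G2 and M phase list, with a median of 0.51, and the collagen and matrix list, with a median of 0.34, stand out for the same reason, as genes that the paper does not discuss. There are 10 splits of the 6 arrays into 3 and 3, the real one included, which are too few for a share under 0.05, and in each count that follows 1 split, the real one, was as large. Of probe sets called by limma the real split gave 8513 and the highest other split 0, past a log2 difference of 0.8 it gave 608 against 0, and for VEGF pathway and interferon response members 6 against 0 and 30 against 0. Each other split puts arrays of both subgroups on each side, so that the difference between the subgroups widens the spread within a side. This alone keeps calls few, so the counts of 0 do not show what chance gives, for all probe sets or for single lists. Limma's camera with the preset correlation called 19 lists for the real split and up to 12 for another.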

How the results depend on the processing

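Only the fold limit of 0.8 times ln 2, the scaling to the poly-A controls and camera with Nt5e left out of the lists were chosen after seeing the data. Under quantile normalization, cyclic loess, the robust prior and array weights the counts of probe sets, the counts for the VEGF, secreted factor, matrix, G2 and M phase and interferon lists and their camera calls stayed within 1.5 times or on their side of the threshold, and Nt5e passed. The labels number the replicates 1 to 3 in both subgroups, but the numbers did not pair the arrays: the deviations of same-numbered arrays correlated with r of -0.138, 0.0276 and -0.136, and 1 of 3 arrays correlated best with its own number. With the replicate block 2713 probe sets were lower and 2 secreted pro-angiogenic factors were lower, and none of the other results named in the first sentences changed. The VEGF list had 4 lower members in place of 2 after median centring, above the median level only and with a trend in eBayes, and the interferon list had 2 higher members above the median level and 1 with the trend. Median centring left 3 spliceosome, 6 adenosine and 1 translation initiation members higher, in place of 8, 10 and 3. Their lower members were then 17, 2 and 11, in place of 18, 2 and 10. With the methods' t-test after Benjamini-Hochberg adjustment 3494 probe sets were higher and 3370 lower, and Nt5e (0.88) no longer passed (adjusted p = 0.127). Apart from its other probe sets (adjusted p = 0.798 and 0.546 from limma), Nt5e had an adjusted p of 6.81e-06 to 0.101 under the other alternatives. At an unadjusted threshold 6426 were higher and 6188 lower, with 8 higher and 5 lower VEGF members, 7 lower secreted factors and 1 higher interferon gene. With the probe sets of each gene averaged, 2089 genes were higher and 2222 lower, 138 and 51 of them past the fold limit, Nt5e had 0.27 and did not pass, the VEGF list had 7 higher members, the matrix list 2 lower and the interferon list 1 higher, and the sign turned for Actb -0.15, Arnt -0.030, Ccng1 0.14, Entpd1 0.040, Pik3ca 0.16 and Plcg1 -0.033, of which only Pik3ca passed. Fold limits of 1, of 1.5-fold and of 0.8 times ln 2 gave 166 and 60, 978 and 639, and 1103 and 751 probe sets higher and lower. With an estimated correlation camera called 1 list, with an adjusted p of 0.169 for the secreted factors, 0.106 for G2 and M phase and 0.0658 for interferon, against at most 0.00917, 0.000143 and 3.08e-05 under the other alternatives. Fry called 29 lists, the VEGF list with an adjusted p of 0.00252. Over-representation held for 4 lists with a fold limit of 1, with an adjusted p of 1 for G2 and M phase, and for 15 lists with no fold limit; the limit of 1 also ended the calls of the immediate early and the hypoxia genes. Without Nt5e in the lists camera called 19, as with it. Without 1 array the counts of probe sets ranged from 2794 to 4199 higher and from 2525 to 3907 lower, and the Nt5e difference from 0.66 to 1.11. The counts of list members moved in 76 cases without 1 array and stayed in 368. Named genes whose call ended without at least 1 array, with the number of such arrays, were C1qc (5), Ccng1 (3), Cldn15 (2), Diaph3 (1), Eif2s3x (6), Entpd5 (2), F8 (2), Fgf2 (4), Fhl2 (5), Msln (2), Myf5 (4), Mylk (2), Nt5e (3), Omd (4), Pdgfrb (1), Shc4 (4), Tnfrsf11b (5) and Tnnt2 (5). Without 1 array the sign turned for genes that had not passed, which ranged as Elavl1 -0.048 to 0.051, Entpd1 -0.15 to 0.069, Flt4 -0.067 to 0.066, Kdr -0.080 to 0.067, Plcg1 -0.018 to 0.029 and Vwf -0.049 to 0.10, and camera's direction turned for lists that had not passed, with adjusted p ranging as endothelial cell markers 0.364 to 0.98, lymphocyte markers 0.136 to 0.969 and neurotrophin signaling 0.817 to 0.987. It also turned for neurotrophin signaling after quantile normalization (adjusted p = 0.935) and cyclic loess (adjusted p = 0.887). Signs of single genes turned after quantile normalization for Elavl1 0.015, after median centring for Eif2b4 -0.0053 and Plcg1 -0.025, after cyclic loess for Elavl1 0.022 and with array weights for Flt4 0.032, none of which passed. Scaling to the poly-A controls gave 44707 probe sets higher and 33 lower, 35011 and 0 of them past the fold limit, and 25 and 0 members for VEGF, 40 and 1 for the secreted factors, 40 and 0 for matrix and 22 and 5 for interferon. By construction it adds nearly one amount to every probe set, and 52 named genes turned, of which Atf3, Ccl5, Mef2c, Shc4 and Slc7a11 did not pass: Ccl5 0.0022, Slc7a11 0.035, Atf3 0.077, Shc4 0.21, Ndrg1 0.25, Csf2 0.27, Nfkbie 0.29, Zfp110 0.29, Eif5 0.30, Mef2c 0.30, Thoc1 0.32, Camk2d 0.32, Smndc1 0.36, Smtn 0.39, Cxcl10 0.40, Lyve1 0.42, Uty 0.42, Fgf2 0.43, Myc 0.43, Eif2b3 0.44, Klf15 0.49, Gna13 0.49, Tnnt2 0.49, Cd200 0.52, Entpd2 0.52, Fbln5 0.53, Ero1a 0.55, Dgat2 0.55, Arhgap5 0.55, Mapk12 0.56, F8 0.60, Diaph3 0.60, C1qc 0.63, Eif2s2 0.64, Entpd5 0.64, Ccng1 0.64, Nos3 0.65, Tnfrsf11b 0.68, Myf5 0.69, Fhl2 0.70, Pik3ca 0.72, Tnf 0.75, Hgf 0.76, Ncam1 0.78, Vegfa 0.78, Eif2b1 0.79, Ptprc 0.80, Entpd1 0.86, Eif2b5 0.88, Flt4 0.91, Kdr 0.92 and Elavl1 0.93. Camera's direction then turned for lists that had not passed, with adjusted p of translation initiation factors 0.205, spliceosome 0.0847, neurotrophin signaling 0.379, endothelial cell markers 0.812, macrophage and monocyte markers 0.358, lymphocyte markers 0.148, mammary and other epithelial markers 0.507, Schwann cell and neural crest markers 0.548, skeletal muscle and myoblast markers 0.687 and cardiomyocyte genes 0.297. Its calls ended for glioma, adenosine, smooth muscle, mesothelial and inflammatory genes, and it called ribosomal proteins. Other probe sets of named genes turned the sign and passed for Actb -0.39, Arnt -0.39, Ccng1 0.23, 0.46, Eif2s2 0.36, Ero1a 0.31 and Pik3ca 0.40, 0.28, and turned it without passing for Camk2d 0.13, 0.032, 0.26, Cd44 -0.12, Eif2b2 -0.070, Eif5 0.00055, 0.035, 0.091, Elavl1 0.069, Entpd1 0.078, 0.10, Ero1a 0.043, Fbln5 0.044, Fdps -0.13, Gas1 -0.085, Mapk12 0.025, Mef2c 0.066, 0.040, 0.28, 0.098, Nt5e -0.12, Pdia4 -0.082, Pik3ca 0.27, 0.032, 0.16, Pik3r1 -0.13, Plcg1 -0.14, Prkcb -0.027, Ptprc 0.085, Smndc1 0.099, Thoc1 0.19 and Uty 0.16; another Nt5e probe set, at 0.033, did not pass. Of 115 named genes past the threshold, 14 lost it with the methods' t-test after adjustment, 9 with the replicate block 8 with averaged probe sets and up to 2 under the other normalizations and priors. Apart from the poly-A scaling, the cause of these changes was not tested. Signal over background limits genes near the lowest array values, such as Fgf2 at 3.19, Cd200 at 2.99, C1qc at 3.49, Myf5 at 2.35 and Ptprc at 3.06 in CD73+ and Cxcl5 at 3.20 in CD73- AD-MSCs, whose differences are uncertain.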

Differences from the paper's values

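The values of the paper in this part were read by eye from Fig. 3, and which scale its horizontal axis has was decided after seeing the values: the largest rise and fall here, 2.62 and -1.67 on the log2 scale, become 3.79 and -2.40 when divided by ln 2, against about 3.8 and about -2.3 in Fig. 3A, read by eye. A difference was taken as within the paper's value where they were apart by at most the larger SD of a subgroup on the brightest probe set of the gene, or for the largest rise and fall on that probe set (0.14 and 0.19 on the log2 scale). So taken, of 17 alternatives set before the data were examined the rise was within it in 16, all but averaged probe sets (3.38 divided by ln 2), and the fall in 17. The paper does not name the scale, so genes labelled in Fig. 3A are given on both, and their values were compared with the paper's on the latter. Eif1ax is at about 1.3 in the paper (Fig. 3A, read by eye) and had 0.051 here (0.073 divided by ln 2); of 19 alternatives set before the data were examined, its 2 other probe sets, both at 0.90 (1.3 and 1.29 divided by ln 2), came within the paper's value and passed limma's threshold, and the rest did not come within it, the mean of its probe sets having 0.62. Pik3r1 is at about 1.1 in the paper (Fig. 3A, read by eye) and had 0.65 here (0.93 divided by ln 2); of 20 alternatives 1 of its other probe sets, at 0.76 (1.1 divided by ln 2), came within it and the rest did not. Pxn is at about 1.2 in the paper (Fig. 3A, read by eye) and had 0.34 here (0.49 divided by ln 2), with at most 0.37 on the log2 scale under 19 alternatives, none of which came within it. Hif1a is at about 1.2 in the paper (Fig. 3A, read by eye) and had 0.12 here (0.17 divided by ln 2), with at most 0.55 under 20 alternatives, none of which came within it. Its 3 other probe sets, from 0.45 to 0.55, and the mean of its probe sets passed limma's threshold, which its brightest probe set did not. Eif2s2 is at about 0.9 in the paper (Fig. 3A, read by eye) and had -0.29 here (-0.42 divided by ln 2), from -0.45 to 0.36 under 22 alternatives, none of which came within it, and the 1 probe set at 0.36 passed upwards. Flt4 is at about -1.1 in the paper (Fig. 3A, read by eye) and had -0.018 here (-0.025 divided by ln 2), from -0.067 to 0.066 under 18 alternatives, none of which came within it.
The largest -log10 FDR is about 11 in the paper (Fig. 3A, read by eye) and was 4.57 here. Of 17 alternatives set before the data were examined, eBayes with a trend (11.2) and the methods' t-test without adjustment (7.45) came within 1.5 times of it and the others did not. The paper's text states neither the test nor the threshold behind Fig. 3A.
The pathways of Fig. 3B were tested here as lists made by hand, not with the KEGG members, which differ in size and content. The VEGF pathway has a -log10 FDR of about 5.3 in the paper (Fig. 3B, read by eye) and had 0 here, translation initiation about 5.8 (Fig. 3B, read by eye) and 0, the spliceosome about 5.3 (Fig. 3B, read by eye) and 0, ribosomal proteins about 4.9 (Fig. 3B, read by eye) and 0, glioma about 5.3 (Fig. 3B, read by eye) and 0, and leukocyte transendothelial migration about 4.4 (Fig. 3B, read by eye) and 0. None of the 3 alternatives set before the data were examined came within 1.5 times of these values. The highest of them were 2.86 for glioma, 1.15 for translation initiation, 0.64 for the spliceosome, 0.376 for migration, 0.0633 for VEGF and 0 for ribosomal proteins, each with no fold limit, under which glioma and neurotrophin signaling passed the threshold (adjusted p = 0.00137 and 0.0207). With the fold limit of 0.8 times ln 2, chosen after seeing the values, glioma passed as well (adjusted p = 0.00552) and the other 7 of these lists did not.
Other tests call some of these lists. Camera called glioma, migration and the actin cytoskeleton higher with the preset correlation, but not with an estimated correlation (adjusted p = 0.19, 0.106 and 0.159), and fry called these and VEGF (adjusted p = 0.00252), ribosomal proteins, translation initiation and the spliceosome, the last 2 downwards, but not neurotrophin signaling; without CD73- replicate 3 camera called the spliceosome lower (adjusted p = 0.0425), and after scaling to the poly-A controls, chosen after seeing the values, it called ribosomal proteins (adjusted p = 0.00233) and no longer glioma.
The paper singles out the VEGF pathway among the transcription differences. Here its list ranked 25 of 36 by camera's p and 22 by the share of members changed. Camera asks whether a list shifts in a single direction, whereas Fig. 3B was drawn from the differential genes. Most of the lists ranked here are not pathways of Fig. 3B, so these ranks do not test the paper's statement. The paper's Fig. 2B shows more CD73 mRNA in CD73+ cells, and on the arrays Nt5e was higher on 1 of 3 probe sets (0.88), the brightest. The others were dimmer, at levels of 5.39 and 3.42 in CD73+ AD-MSCs, which limits what they can show.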

Other observations

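The tests of the hypothesis at the end of this part, camera with Nt5e left out and the scaling to the poly-A controls were chosen only after the result was seen. Of the smooth muscle, chondrocyte, osteoblast and adipocyte lists, camera called the first alone, and none of their members was lower after scaling to the poly-A controls. Of 24 smooth muscle and myofibroblast genes 10 higher and 2 lower passed (11 and 2 when adjusted over the list alone), the largest rises being 0.88 for Nt5e itself, the gene of the sort marker, and 0.83 for Mylk, with Smtn, a contractile protein, at -0.53 and Fhl2 at -0.22. Of 21 chondrocyte and tendon genes 5 higher and 0 lower passed (5 and 0 when adjusted over the list alone), with Fmod, which shapes collagen fibrils, at 1.04 and the lubricating protein Prg4 at 0.93. Osteoblast genes had 4 higher and 1 lower of 16 (4 and 1 when adjusted over the list alone), with Col1a1 at 0.85, Omd at 0.58 and Tnfrsf11b, the osteoclast inhibitor, at -0.25. Adipocyte genes had 5 higher and 4 lower of 30 (5 and 5 when adjusted over the list alone), with Cebpd and Scd1 at 1.3 and 0.95 against Klf15 and Dgat2 at -0.44 and -0.38. Of 19 secreted anti-angiogenic factors 3 higher and 1 lower passed (3 and 1 when adjusted over the list alone): Thbs2 and Timp1 rose by 0.84 and 0.70 and Cxcl10 fell by 0.52. The respiratory chain had 10 higher and 0 lower of 55 (10 and 0 when adjusted over the list alone), with Uqcrh at 0.84 and Ndufa4 at 0.37. By limma's camera the smooth muscle list had an adjusted p = 0.0168 (0.162 with an estimated correlation, 0.0291 with Nt5e left out, and 0.148 after scaling to the poly-A controls), the respiratory chain 0.00741 (0.229 with an estimated correlation), with the respiratory chain at 0.0539 without CD73- replicate 3, and the chondrocyte, osteoblast, adipocyte and anti-angiogenic lists 0.0523, 0.277, 0.675 and 0.287. The chondrocyte list was called without CD73- replicate 1 (adjusted p = 0.0366), CD73- replicate 3 (0.0482) or CD73+ replicate 1 (0.0265) and after median centring (0.0237). The call of Nt5e ended without CD73- replicate 3, CD73+ replicate 1 or CD73+ replicate 3 (adjusted p from limma 0.0563 to 0.0763), that of Mylk without CD73- replicate 1 or CD73+ replicate 1 (adjusted p from limma 0.0525 to 0.0562), that of Fhl2 without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1, CD73+ replicate 2 or CD73+ replicate 3 (adjusted p from limma 0.0677 to 0.108), that of Omd without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1 or CD73+ replicate 2 (adjusted p from limma 0.108 to 0.132) and that of Tnfrsf11b without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1, CD73+ replicate 2 or CD73+ replicate 3 (adjusted p from limma 0.0527 to 0.11).
Few markers of other cell types and few cardiomyocyte genes passed the test. In each of these lists most genes lay below the median level. Above it lay 6 of 24 endothelial, 4 of 15 lymphocyte, 1 of 10 mesothelial, 4 of 12 pericyte and 5 of 19 cardiomyocyte genes. The small number of calls therefore cannot show that the subgroups held these cell types alike. Of 24 endothelial markers 0 higher and 1 lower passed (0 and 1 when adjusted over the list alone), the lower one being Lyve1 at -0.51, and Vwf had 0.036; 8 of them are also held by another list. Macrophage and monocyte markers had 3 higher and 1 lower of 30 (3 and 0 when adjusted over the list alone), with Cd53 at 0.60, Cd14 at 0.50 and C1qc at -0.30, and lymphocyte markers 0 and 0 of 15 by limma (0 and 0 when adjusted over the list alone), with Cd79a at 0.22 and Gzmb at 0.14. Epithelial markers had 1 higher and 0 lower of 24 (1 and 0 when adjusted over the list alone), which is Lcn2. Mesothelial markers had 2 higher and 0 lower of 10 (3 and 0 when adjusted over the list alone), Msln at 0.61 and Cldn15 at 0.52, and this list alone of the cell types was called by camera (adjusted p = 0.0271, and 0.162 with an estimated correlation, or 0.0577 without CD73+ replicate 2, or 0.432 after scaling to the poly-A controls). Schwann cell markers had 2 higher and 0 lower of 10 (2 and 1 when adjusted over the list alone), Pmp22 at 0.54 and Egr2 at 0.49; pericyte markers 1 higher and 0 lower of 12 (1 and 0 when adjusted over the list alone), Pdgfrb at 0.36; skeletal muscle markers 1 higher and 1 lower of 18 (1 and 1 when adjusted over the list alone), Acta1 at 0.38 and Myf5 at -0.24; and cardiomyocyte genes 1 higher and 2 lower of 19 (1 and 2 when adjusted over the list alone), Gja1 at 0.45 against Mef2c and Tnnt2 at -0.62 and -0.43. Of 4 sex-linked genes, too few for camera, Uty was lower at -0.51 on its brightest probe set. Ncam1, Met, Cxcr4 and Tnf, which the paper names for other experiments, had differences of -0.15, 0.14, 0.055 and -0.17 that did not pass, although 3 of the 6 other Ncam1 probe sets fell, by 0.24 to 0.89, and F8 fell by 0.33. Calls ended for C1qc without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1, CD73+ replicate 2 or CD73+ replicate 3 (adjusted p from limma 0.071 to 0.152), Msln without CD73+ replicate 1 or CD73+ replicate 2 (adjusted p from limma 0.0529 to 0.0578), Cldn15 without CD73+ replicate 1 or CD73+ replicate 2 (adjusted p from limma 0.0578 to 0.0595), Pdgfrb without CD73+ replicate 2 (adjusted p from limma 0.051), Myf5 without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1 or CD73+ replicate 2 (adjusted p from limma 0.0571 to 0.0867), Tnnt2 without CD73- replicate 1, CD73- replicate 2, CD73+ replicate 1, CD73+ replicate 2 or CD73+ replicate 3 (adjusted p from limma 0.0684 to 0.13) and F8 without CD73- replicate 1 or CD73- replicate 2 (adjusted p from limma 0.0523 to 0.0542).
The paper reports by ELISA that VEGF, SDF-1α and HGF were secreted more by CD73+ cells and bFGF alike. It does not say whether the cultures were those of the arrays. The mRNA differences here had 95% intervals from limma of -0.33 to 0.04 for Vegfa, 0.97 to 1.31 for Cxcl12, which encodes SDF-1α, -0.37 to 0.04 for Hgf and -0.80 to -0.20 for Fgf2, which encodes bFGF. After scaling to the poly-A controls all were higher, with differences of 0.78, 2.06, 0.76 and 0.43.
A hypothesis of this re-analysis is that CD73+ cultures held a larger share of dividing cells at harvest. It needs genes of the S phase to be higher as well, and of 26 measured 6 higher and 0 lower passed (9 and 0 when adjusted over the list alone), with Tk1 at 0.66 and Rrm2 at 0.47. Camera gave the list an adjusted p = 0.00197 upwards with the preset correlation and 0.322 with an estimated correlation, so that this may hold but rests on the preset correlation. Cell cycle inhibitors and senescence genes were higher too, with 9 higher and 1 lower of 16 (9 and 2 when adjusted over the list alone), Cdkn2d at 0.84 and Cdkn2a at 0.61, and a camera adjusted p = 0.00123 (0.106 with an estimated correlation). Ccng1 fell by 0.28 on its brightest probe set and rose by 0.23 and 0.46 on others, and its call ended without CD73- replicate 2, CD73+ replicate 1 or CD73+ replicate 2 (adjusted p from limma 0.0754 to 0.0845).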
